# Histone modifications induced by MDV infection at early cytolytic and latency phases

**DOI:** 10.1186/s12864-015-1492-6

**Published:** 2015-04-18

**Authors:** Apratim Mitra, Juan Luo, Yanghua He, Yulan Gu, Huanmin Zhang, Keji Zhao, Kairong Cui, Jiuzhou Song

## Abstract

**Background:**

Marek’s disease (MD) is a highly contagious, lymphomatous disease of chickens induced by a herpesvirus, Marek’s disease virus (MDV) that is the cause of major annual losses to the poultry industry. MD pathogenesis involves multiple stages including an early cytolytic phase and latency, and transitions between these stages are governed by several host and environmental factors. The success of vaccination strategies has led to the increased virulence of MDV and selective breeding of naturally resistant chickens is seen as a viable alternative. While multiple gene expression studies have been performed in resistant and susceptible populations, little is known about the epigenetic effects of infection.

**Results:**

In this study, we investigated temporal chromatin signatures induced by MDV by analyzing early cytolytic and latent phases of infection in the bursa of Fabricius of MD-resistant and –susceptible birds. Major global variations in chromatin marks were observed at different stages of MD in the two lines. Differential H3K27me3 marks were associated with immune-related pathways, such as MAP kinase signaling, focal adhesion and neuroactive ligand receptor interaction, and suggested varying degrees of silencing in response to infection. Immune-related microRNAs, e.g. *gga-miR-155* and *gga-miR-10b*, bore chromatin signatures, which suggested their contribution to MD-susceptibility. Finally, several members of the focal adhesion pathway, e.g. *THBS4* and *ITGA1*, showed marked concordance between gene expression and chromatin marks indicating putative epigenetic regulation in response to MDV infection.

**Conclusion:**

Our comprehensive analysis of chromatin signatures, therefore, revealed further clues about the epigenetic effects of MDV infection although further studies are necessary to elucidate the functional implications of the observed variations in histone modifications.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1492-6) contains supplementary material, which is available to authorized users.

## Background

Marek’s disease (MD) is a highly infectious disease caused by an α-herpesvirus, Marek’s disease virus (MDV) that affects chickens worldwide. MD pathogenesis can be divided into three major stages: an early cytolytic phase, which occurs between 3 and 6 days post infection (dpi), is characterized by the infection of B lymphocytes, the first major targets of MDV. The infected B cells enter circulation and induce the activation of CD4+ T cells which in turn become infected. Subsequently, CD4+ T cells form the primary vehicle for MDV multiplication and dissemination, along with a smaller percentage of other cells including B and CD8+ T lymphocytes. Around 7 dpi, the infection enters a latent phase defined by the absence of expressed viral antigens and virus production. This switch to latency is believed to be governed by many viral and host factors, such as, viral interleukin (vIL)-8, which acts as a chemoattractant for T lymphocytes [1], and upregulated chicken major histocompatibility complex (MHC) class II molecules on infected cells promoting the initiation of host immune response [2]. In MD-resistant chickens, latent infection persists at a low level in lymphoid tissues and CD4+ T lymphocytes. However, in MD-susceptible genotypes, a second cytolytic phase occurs 2–3 weeks after the primary infection, wherein latently infected lymphocytes are transformed and proliferate rapidly to form tumors in various tissues.

The primary lymphoid organs of spleen, thymus and the bursa of Fabricius are important focal points of MD progression. Cytolytic infection initiates in the spleen before spreading to other lymphoid organs, which lag behind by a day. This is accompanied by significant cytolysis of B and T lymphocytes in addition to varying levels of inflammatory response. Bursal follicles and the thymic cortex undergo regressive changes in this stage of MD leading to organ weight loss, while there is massive apoptosis of thymocytes. In the spleen, however, inflammation results in an increase in organ weight. The above changes are reduced within two weeks of infection, with the organs almost returning to their normal form and structure. However, in MD-susceptible chickens, a second wave of cytolytic infection around 14-21dpi results in marked inflammation, severe atrophy of bursa and thymus and permanent immunosuppression.

Our prior studies of host response to latent MDV in spleen and thymus [3,4], revealed associations between histone modifications and immune-related functions. In spleen, MDV-challenged chickens showed changes in epigenetic status of genes related to cell adhesion, G-protein coupled signaling pathways and ion transport. Also, the expression of various miRNAs appeared to be regulated by the trimethylation of lysine 4 and 27 of histone H3. Further, widespread differential histone modification enrichments were detected in the thymus at genes related to cancer and host response to viruses. We also detected bivalent domains on immune-related transcriptional regulators in both MD-susceptible and resistant chicken lines. Thus, it was clear that MDV infection induced significant epigenetic changes in the birds, and the individual response was dependent on genetic background.

The bursa of Fabricius is the primary site for lymphocyte B-cell development and antibody repertoire formation in birds. There have been several studies of the effect of MD, particularly in the spleen, but relatively few concerning the bursa of Fabricius [5,6]. The latter is a primary lymphoid organ evolutionarily unique to birds and critical to the development of the B cell lineage [7]. B lymphocytes in all the major lymphoid organs are the primary targets of the virus in the early stages of the disease [8]. Embryonal bursectomy resulted in the abolition of early lytic infection along with reduced viremia and tumor formation, in spite of comparable MD incidence [6]. Bursal atrophy was observed in MD-susceptible line L7_2_ chickens with the effect reduced in the MD-resistant line L6_3_ individuals [8], while the bursa-dependent immune system was impaired in infected chickens [9]. It is, therefore, evident that the bursa of Fabricius plays an important role in MD pathogenesis, and it is vitally important to understand its immunological effect of MDV infection.

To address the above issues, we performed a temporal analysis of chromatin signatures induced by MDV infection in inbred chicken lines having contrasting responses to the disease. The tissue of interest was the bursa of Fabricius and we included both the cytolytic and latent phases of MD in this study. The biological consequences of chromatin profiles are context-specific and similar patterns can lead to a variety of outcomes [10]. Therefore, we focused on *changes* of chromatin enrichments as evidence of possible epigenetic regulation. Our primary goal was to associate the dynamic changes of chromatin induced by MDV infection to the underlying biological pathways to reveal the functional effects of the viral infection. Due to the inherent complexities of such experiments, it is difficult to separate cause from effect, but the results could provide further clues about this complex disease and define future avenues of research.

## Results

### Genome-wide histone modification profiling

We sampled two critical time-points of MD progression, 5 and 10 dpi, representing early cytolytic and latent stages of MD, respectively. Chromatin immunoprecipitation followed by massively parallel sequencing (ChIP-Seq) was performed on bursal tissues obtained from MD-resistant line L6_3_ and MD-susceptible line L7_2_ chickens. 

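Each line, time-point (5 and 10 dpi) and infection status was represented by 2 ChIP-Seq libraries per histone mark, replicates 1 and 2, which gives 16 libraries for H3K4me3 and 16 for H3K27me3. The authors aligned the reads to the galGal3 chicken genome with bowtie, kept 1 read per genomic position and called peaks with WaveSeq, a wavelet-based peak caller, in each library on its own. For each peak the deposited values are the position, the number of reads in it, a p-value and the Benjamini-Hochberg adjusted value of that p-value. No peak held fewer than 8 reads. The number of non-redundant mapped reads per library, listed in Additional file 6, had a median of 8676136 for H3K4me3 (range 985452 to 12311597) and of 10245436 for H3K27me3 (range 5565871 to 14925120). The lowest H3K4me3 depth belonged to replicate 1 of the L7_2_ control birds at 10 dpi. Between 9.25% and 70.8% of the reads mapped in the 8 L7_2_ control libraries, against 90.6% to 96.2% in the 24 other libraries, so a library batch and the L7_2_ control group cannot be told apart. The reads in called peaks made up 20.3% to 42.3% of the non-redundant reads for H3K4me3 and 16.4% to 23.3% for H3K27me3. This share differed between groups for H3K4me3 at 10 dpi, where it was 35.7% ± 0.126 (SD, n = 2) in infected and 20.9% ± 0.812 (SD, n = 2) in control birds of line L6_3_. From these peak lists, overlapping peaks of the libraries of a mark were merged into regions, the reads of the peaks inside a region were summed per library, and the sums were compared between groups. A library without a called peak has no count in a region, so a sum depends on how much of the region was called as well as on its signal.

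**Figure D1:**
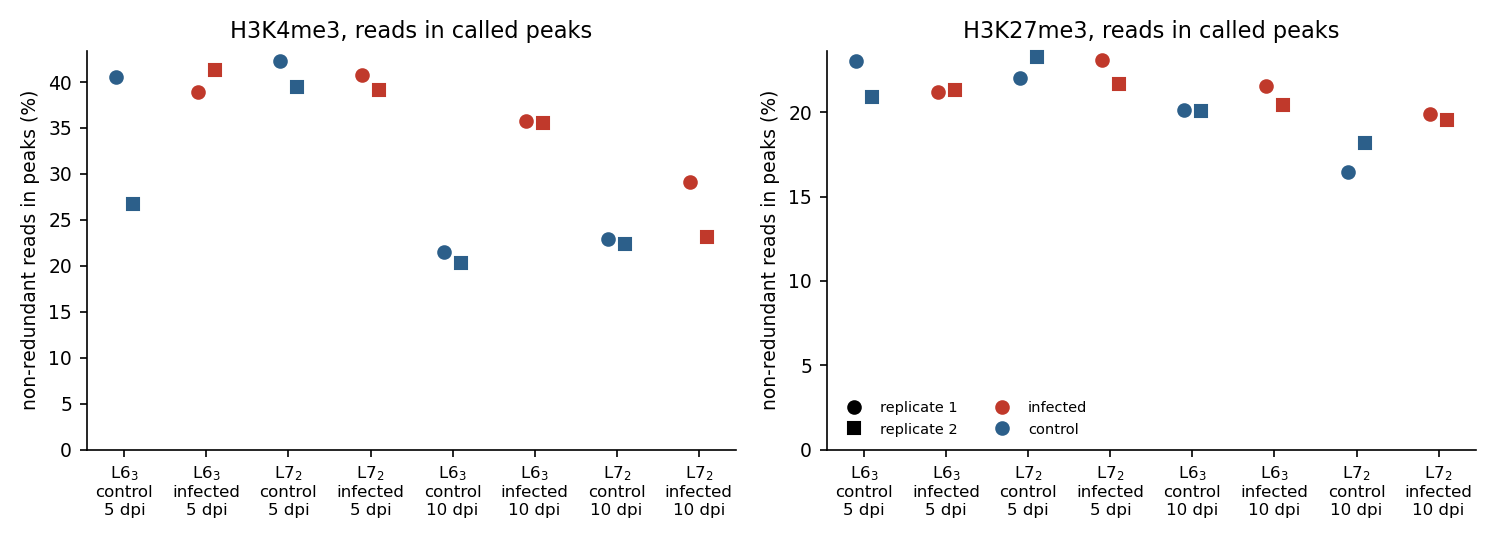
Percentage of the non-redundant reads of each library that lie in called peaks, for H3K4me3 (left) and H3K27me3 (right), by line, infection status and time-point. Each point is 1 library, and the H3K4me3 libraries of L6_3_ control birds at 10 dpi lie at 21.5% and 20.3% against 35.8% and 35.6% in infected birds.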

Two histone H3 trimethylation marks having opposing effects on gene regulation were profiled – H3 lysine 4 trimethylation (H3K4me3), which is associated with the 5’ end of active genes, and H3 lysine 27 trimethylation (H3K27me3), which marks broad regions for silencing. More than 390 million reads from 32 samples were mapped to the chicken genome and analyzed using the WaveSeq peak-calling algorithm [4]. Subsequently, peaks were merged to obtain unambiguous regions of enrichment and annotated with overlapping genes.

To verify data quality, we calculated the correlation between biological replicates using read counts in a 2 kilobase region around the transcription start sites of annotated genes (−1000 bp to +1000 bp). 

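The same comparison was made over the merged regions called in both replicates of a group, on the log2 scale of RPM of non-redundant reads with a pseudocount of 1. The correlation is across regions, which are not independent replicates. For H3K4me3 Pearson's r had a median of 0.946 over the 8 replicate pairs, from 0.812 in L7_2_ control birds at 10 dpi to 0.970 in L7_2_ control birds at 5 dpi. For H3K27me3 the median was 0.761, from 0.538 in L7_2_ control birds at 10 dpi to 0.809 in L6_3_ control birds at 5 dpi. Of the 16 pairs, 4 exceeded 0.95. The choice of scale moved the H3K27me3 value most, since untransformed RPM gave a median of 0.897, with 0 of 8 pairs above 0.95. For H3K4me3 untransformed RPM gave a median of 0.978, with 6 of 8 pairs above 0.95. The coefficients the paper lists for the regions around transcription start sites run from 0.924 to 0.998, with 14 of 16 above 0.95. Among filtered regions called in either replicate, a median of 85.6% were called in both for H3K4me3 and 48.2% for H3K27me3. No replicate pair shared more than 89 peaks with identical positions and counts.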

Pearson correlation coefficients between replicates were excellent, with a majority above 95% suggesting highly consistent ChIP-Seq experiments (Additional file 1). 

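The peak lists held 8152 to 19449 peaks per library for H3K4me3 (SD 2552, n = 16) and 36379 to 56106 for H3K27me3 (SD 6467, n = 16). The median peak length of a library was 2800 bp and 2600 bp, respectively, as the median over the libraries. The peaks of a library covered a median of 50.3 Mb for H3K4me3 and 199 Mb for H3K27me3. The lowest H3K4me3 number, 8152, came from the library with the fewest reads, and its peaks covered 15.4 Mb.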

The median number of peaks detected was 15126 for H3K4me3 and 46850 for H3K27me3 (Additional file 2). The number of enrichment regions and associated genes were comparable across time points (Table 1), with a majority of peaks for both histone marks present in all conditions. These observations were consistent with our earlier studies [3,4], which showed that these histone marks occupied largely similar genomic regions in both lines, irrespective of infection status. Thus, the changes induced by MDV infection likely involved subtle variations at specific genomic loci rather than *de novo* establishment or abrogation of histone marks.

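Merging the peaks of the 8 libraries at each time-point gave 18100 H3K4me3 regions at 5 dpi and 29625 at 10 dpi, of which 15115 and 16855 were called in at least 2 libraries. For H3K27me3 the merged regions numbered 94461 at 5 dpi and 98105 at 10 dpi, with 51290 and 56294 left after this filter. A region was counted as present in a condition when at least 1 of its 2 libraries had a peak there. By this measure 79.1% of the filtered H3K4me3 regions at 5 dpi and 68.2% at 10 dpi were present in all 4 conditions. For H3K27me3 the percentages were 36.4% and 36.3%. The H3K27me3 regions present in all 4 conditions held 84.6% of the reads of the filtered regions at 5 dpi and 78.5% at 10 dpi. The largest movement was that of H3K4me3 at 10 dpi without replicate 2, to 46.3%. Requiring a peak in at least 3 libraries moved the H3K27me3 percentages to 52.1% at 5 dpi and 50.9% at 10 dpi. Over both time-points and all 8 conditions, 60.5% of H3K4me3 and 24.3% of H3K27me3 filtered regions were present in every condition.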

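A filtered region was counted as gained when both infected libraries and neither control library of a line had a peak in it, and as lost in the opposite case. For H3K4me3, 3.07% of the filtered regions were gained or lost in line L6_3_ and 3.70% in line L7_2_ at 5 dpi, and 7.01% and 7.32% at 10 dpi. For H3K27me3 these percentages were 7.92% and 12.3% at 5 dpi and 9.91% and 9.62% at 10 dpi. To compare with the spread between replicates, the 4 libraries of each contrast were also split so that each side held 1 infected and 1 control library. In line L6_3_ the 464 H3K4me3 regions gained or lost at 5 dpi compare with 403 and 295 in the mixed splits. The 1182 at 10 dpi, 945 of them lost, compare with 465 and 378. The H3K4me3 control libraries of this line at 10 dpi had 11294506 and 9863369 non-redundant reads, against 7216101 and 5686370 in infected birds. For both marks more peaks were called in these controls than in infected birds. Depth and infection were thus not separated for line L6_3_ at 10 dpi. In line L7_2_ at 10 dpi the 1234 H3K4me3 regions, 1182 of them gained, compare with 491 and 384, where 1 of the control libraries had 225476 reads in peaks. With the better-ranked 50% of the peaks of each library, the number for this contrast was 322 against 486 and 100. The 559 H3K4me3 regions of line L7_2_ at 5 dpi compare with 364 and 253. For H3K27me3 the numbers at 5 dpi were 4064 against 3897 and 3913 in line L6_3_ and 6297 against 4598 and 3506 in line L7_2_. At 10 dpi they were 5578, of which 4177 were lost, against 4180 and 3847 in line L6_3_ and 5414 against 5243 and 5301 in line L7_2_. With peaks required over at least 50% of a region, the last of these was 3410 against 2946 and 3186. The paper proposes from the shared regions that the changes likely were subtle and at specific loci, and not de novo gain or loss of marks.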

**Table 1:** **Histone modification peaks and associated genes by dpi**

	**Histone**	**DPI**	**Merged Peaks**	**Filtered**	**Gene Overlaps**	**Unique Genes**
By DPI	H3K4me3	5	18100	15115	6430	7499
		10	29625	16855	6488	7530
	H3K27me3	5	94461	51290	24520	11776
		10	98105	56294	27057	12035
Across DPI	H3K4me3			17161	6645	7730
	H3K27me3			47602	24339	13044

Merged peaks are filtered by removing those appearing in only one sample. ‘Gene Overlaps’ refers to number of peaks that overlapped annotated genes.

### Differential chromatin marks indicate functional differences in MD response

We obtained a set of unambiguous enrichment regions at each dpi by merging peak calls across samples. Subsequently, read counts were calculated within these regions and comparisons between samples carried out using edgeR [11] with a false discovery rate of 0.1 used to define differentially marked regions (DMRs). 

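The read sums were tested here with edgeR's quasi-likelihood test after TMM normalization, for the regions with a peak in all 4 libraries of a comparison, which left 6560 to 11328 regions for H3K4me3 and 10408 to 12675 for H3K27me3. On simulated counts drawn from the libraries of line L6_3_ at 5 dpi, with 200 regions changed 8-fold, this test recovered 98.0% of the changed H3K4me3 regions among 11328 and 76.5% of the H3K27me3 regions among 10408, and 7.55% and 11.0% of its calls were false. The simulated spread followed the trend with signal alone, and no called peak was lost or shortened. These rates thus do not carry over to changes below 8-fold or to regions that vary more than the trend. TMM sets the median change of all regions near 0. Relative to the non-redundant reads instead, the median log2 fold change of H3K4me3 regions between infected and control birds of line L6_3_ at 10 dpi was 0.86, which TMM takes out. Whether libraries with the same replicate number form pairs was checked by the correlation of their deviations from the group means across regions. It lay between -0.24 and 0.19 over the 16 comparisons, and below -0.1 in 5 between-line comparisons.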

We used four pair-wise comparisons in our analysis – two of these were ‘within-line’ comparisons, wherein infected and control birds from lines L6_3_ and L7_2_ were compared amongst themselves. The remaining two were ‘between-line’ comparisons, in which either control or infected birds from the two lines were compared (L63v72N and L63v72I, respectively). Differences detected in within-line comparisons arose primarily due to MDV infection, while variations detected in the L63v72I comparison would represent disparities in disease response. On the other hand, the L63v72N comparison would reveal baseline differences between the two lines.

### DMRs induced by MDV infection

The within-line comparisons yielded striking differences between the two lines. The susceptible line L7_2_ displayed large numbers of differential H3K4me3 and H3K27me3 marks at 5 dpi, while a similar phenomenon was observed in line L6_3_ at 10 dpi (Table 2).To examine functional significance, the MD-induced DMRs were annotated with overlapping genes and analyzed for functional enrichments using DAVID [12,13].

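In line L7_2_ at 5 dpi, 278 of 11119 H3K4me3 regions differed between infected and control birds at an FDR of 0.1, of which 204 were higher in infected birds. For H3K27me3 the number was 147 of 12675, with 123 higher. No region passed this threshold in line L6_3_ at 5 dpi, where 823 H3K4me3 and 463 H3K27me3 regions had an unadjusted p below 0.05. At 10 dpi line L6_3_ had 25 H3K4me3 DMRs, 21 of them lower in infected birds, and 3 H3K27me3 DMRs, all higher. Line L7_2_ had none at 10 dpi, with 180 H3K4me3 and 755 H3K27me3 regions at an unadjusted p below 0.05. With the non-redundant reads in place of TMM, line L6_3_ at 10 dpi had 7891 H3K4me3 DMRs, of which 98.2% were higher in infected birds. Several other numbers moved more under other settings than under this one. At 5 dpi line L7_2_ had 972 H3K4me3 DMRs with edgeR's exact test and 712 H3K27me3 DMRs with DESeq2, and line L6_3_ 109 H3K4me3 DMRs with the exact test. Testing all filtered regions, with 0 where a library had no peak, gave 5 H3K4me3 and 0 H3K27me3 DMRs (3109 at an unadjusted p below 0.05) for line L7_2_ at 5 dpi. For line L6_3_ at 10 dpi it gave 0 H3K4me3 DMRs (2439 at an unadjusted p below 0.05) and 137 H3K27me3 DMRs. With the replicate number as a block, the DMRs of line L7_2_ at 5 dpi were 487 for H3K4me3 and 253 for H3K27me3, and those of line L6_3_ at 10 dpi were 995 and 393. Line L6_3_ at 5 dpi then had 15 H3K4me3 DMRs and 0 H3K27me3 DMRs (535 at an unadjusted p below 0.05), and line L7_2_ at 10 dpi had 0 for both marks (327 and 719). The correlation of the deviations of libraries with the same replicate number was 0.044 (H3K4me3) and 0.147 (H3K27me3) in line L7_2_ at 5 dpi and 0.160 and 0.130 in line L6_3_ at 10 dpi. In a test of the difference between the lines, the infection effect differed at 101 H3K4me3 regions and at 1 H3K27me3 region at 5 dpi, and at none at 10 dpi, where 625 and 474 had an unadjusted p below 0.05. With the replicate block it differed at 11 H3K4me3 and 0 H3K27me3 regions at 5 dpi (1047 of the latter at an unadjusted p below 0.05) and at none at 10 dpi (486 and 419). It differed at 3015 H3K4me3 regions at 10 dpi with the non-redundant reads. Of the DMRs of line L7_2_ at 5 dpi, 195 H3K4me3 and 115 H3K27me3 regions lay on chromosome Z. When the p-values of the same fit were adjusted over autosomal regions alone, 0 H3K4me3 DMRs (1607 at an unadjusted p below 0.05) and 1 H3K27me3 DMR remained.

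**Figure D2:**
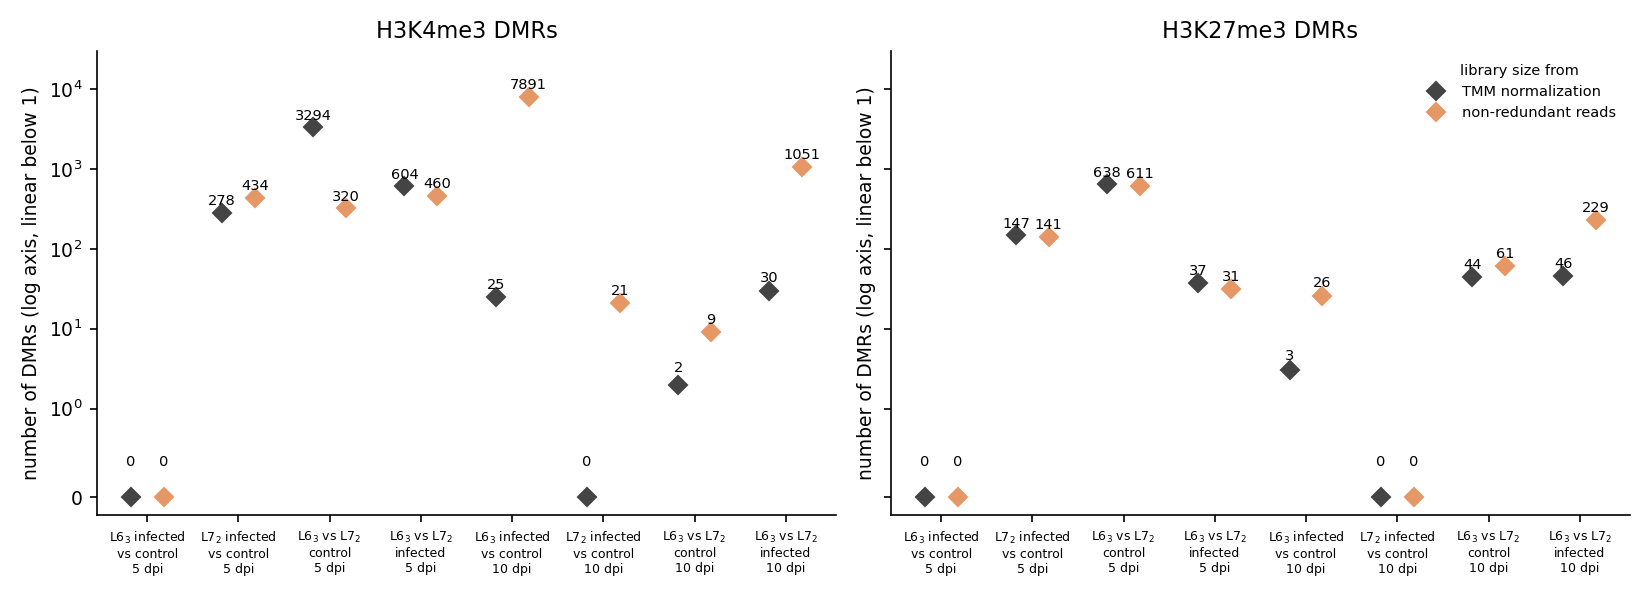
Number of DMRs at an FDR of 0.1 in each comparison for H3K4me3 (left) and H3K27me3 (right), on a log axis that is linear below 1. Dark points use TMM normalization and orange points the non-redundant reads as library size, and the largest gap is at H3K4me3 in line L6_3_ at 10 dpi, 25 against 7891.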

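The region with the smallest p in each direction was taken from the within-line comparisons with the most DMRs, among regions in which both infected libraries lay on the same side of both control libraries. Normalized reads are given as RPM of TMM-scaled reads in the tested regions. For H3K4me3 in line L7_2_ at 5 dpi, the strongest decrease lay on chromosome Z of galGal3 from 27924201 to 27959400. Its normalized reads were 29.3 ± 16.5 (SD, n = 2) in infected and 2818 ± 2.18 (SD, n = 2) in control birds, a log2 fold change of -6.58 (standard error 0.31, adjusted p = 0.00468 from edgeR's quasi-likelihood test). At 10 dpi this region was also low in L6_3_ control replicate 1 and L7_2_ infected replicate 2, at 6.46% and 8.60% of the median of all H3K4me3 libraries. The other libraries outside this contrast had 60.3% to 137%, infected ones included, so a low value did not follow infection status. The strongest increase, on chromosome Z from 68843801 to 68850400, had a log2 fold change of 0.93 (standard error 0.07, adjusted p = 0.0241 from the same test). For H3K27me3 the strongest increase lay on chromosome Z from 21655201 to 21677400, with 193 ± 36.2 (SD, n = 2) in infected and 8.79 ± 1.75 (SD, n = 2) in control birds. The strongest H3K27me3 decrease, on chromosome 1 from 10713401 to 10743600, had 12.1 ± 1.12 (SD, n = 2) and 169 ± 3.53 (SD, n = 2), and both regions had an adjusted p of 0.0103 from edgeR. Chromosome Z regions as a whole were higher in infected birds of line L7_2_ at 5 dpi. Their median log2 fold change exceeded that of autosome regions by 0.63 for H3K4me3 and 1.92 for H3K27me3. In line L6_3_ at 10 dpi, the strongest H3K4me3 decrease was on chromosome 5 from 57494001 to 57506600, with 15.5 ± 1.72 (SD, n = 2) in infected and 118 ± 14.1 (SD, n = 2) in control birds (edgeR adjusted p = 0.0243). The strongest H3K4me3 increase, on chromosome 19 from 4441201 to 4455800, had a log2 fold change of 1.03 (edgeR adjusted p = 0.0907). For H3K27me3 the strongest increase, on chromosome 21 from 1814001 to 1907400, had a log2 fold change of 1.46 (edgeR adjusted p = 0.0760). The strongest H3K27me3 decrease, on chromosome 2 from 18300601 to 18353000, did not pass the threshold (log2 fold change -3.21, edgeR adjusted p = 0.151).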

**Table 2:** **DMRs detected in within- and between-line comparisons**

**Within-line comparisons**							
		**L6**_**3**_ **infected vs control**			**L7**_**2**_ **infected vs control**		
**Histone Mark**	**DPI**	**DMRs**	**Mapped to Genes**	**Unique Genes**	**DMRs**	**Mapped to Genes**	**Unique Genes**
H3K4me3	5	53	46	52	1820	1241	1478
	10	13458	7744	8184	72	41	51
H3K27me3	5	0	0	0	8775	3489	2330
	10	3865	2056	2573	12	9	11
**Between-line comparisons**							
		**L6**_**3**_ **vs L7**_**2**_ **control**			**L6**_**3**_ **vs L7**_**2**_ **infected**		
**Histone Mark**	**DPI**	**DMRs**	**Mapped to Genes**	**Unique Genes**	**DMRs**	**Mapped to Genes**	**Unique Genes**
H3K4me3	5	2071	1253	1369	6427	4269	4639
	10	498	259	271	2613	1651	2088
H3K27me3	5	3454	1394	707	13807	5881	4355
	10	2550	1557	2136	2937	1599	1725

DPI: days post infection; DMR: Differentially marked region; Mapped to genes: Number of DMRs that overlap genes; Unique genes: Number of unique genes overlapped.

Several interesting KEGG pathways were significantly enriched among the genes displaying MD-induced DMRs (Table 3).The ubiquitin-mediated proteolysis pathway, which is associated with various processes such as cell cycle and inflammatory response [14,15] showed significant variations in H3K4me3 marks at the cytolytic stage of infection in the susceptible line and also at the latent stage of infection in the resistant line. Similarly, variations in H3K27me3 levels were observed in both lines but at different time-points of infection, on genes linked to the cell proliferation-associated mitogen-activated protein (MAP) kinase signaling [16] and Wnt signaling pathways [17]. H3K27me3 DMRs were also observed on genes associated with the focal adhesion pathway, which affects cancer cell migration [18] and the neuroactive ligand receptor-interaction pathway, a collection of signaling molecules and receptors. Interestingly, the cell cycle pathway, the dysregulation of which is a hallmark of cancer, and the spliceosome pathway which regulates alternative splicing, displayed H3K4me3 DMRs unique to line L6_3_ at 10 dpi.

**Table 3:** **Selected KEGG pathways enriched in MD-induced DMRs**

**Histone**	**DPI**	**Line**	**KEGG pathway**	**Count**	**P-value**	**Adjusted p-value**	**FDR**
H3K4me3	5	L7_2_	gga04120:Ubiquitin mediated proteolysis	20	0.011523	0.258461	12.60988
	10	L6_3_	gga03040:Spliceosome	76	1.27E-07	1.83E-05	1.5x10^−4^
			gga04120:Ubiquitin mediated proteolysis	66	0.070518	0.409344	57.98318
			gga04110:Cell cycle	61	0.071502	0.39873	58.50744
H3K27me3	5	L7_2_	gga04512:ECM-receptor interaction	21	5.79E-04	0.070325	0.667972
			gga04080:Neuroactive ligand-receptor interaction	45	0.004334	0.239385	4.905434
			gga04510:Focal adhesion	32	0.0364	0.540977	34.90982
			gga04010:MAPK signaling pathway	37	0.052973	0.533259	46.75692
			gga04310:Wnt signaling pathway	23	0.097339	0.6588	69.45459
	10	L6_3_	gga04080:Neuroactive ligand-receptor interaction	48	0.001017	0.12119	1.172739
			gga04010:MAPK signaling pathway	38	0.041861	0.595512	39.09871
			gga04510:Focal adhesion	32	0.042927	0.548881	39.87981
			gga04310:Wnt signaling pathway	24	0.069217	0.679767	56.47578

DPI: Days post infection; Count: Number of genes associated with pathway; FDR: False discovery rate. P-value, adjusted p-value and FDR were calculated using default parameters in DAVID [12,13].

Various immune-related gene ontology (GO) terms were also enriched among genes associated with MD-induced DMRs, suggesting differing outcomes of MD in the two lines (Additional file 3).For instance, at 5 dpi in line L7_2_,enriched GO categories were associated with stress and DNA damage response (H3K4me3), cell-cell signaling, biological adhesion and cell proliferation (H3K27me3). A similar scenario was observed in line L6_3_ at 10 dpi, in addition to terms associated with regulation of apoptosis, lymphocyte activation and cytokine production. Thus, subtle differences in enriched functional terms hinted at possible variations in underlying immune response. Overall, the two lines displayed similar effects of MDV infection, but at different points of disease progression suggesting a ‘phase-difference’ in epigenetic effects of MDV infection.

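The infection log2 fold changes of line L7_2_ at 5 dpi were compared with those of line L6_3_ at 10 dpi over the regions called in all 8 libraries involved, 10014 for H3K4me3 and 7810 for H3K27me3. The correlations are across regions, which are not independent replicates. Pearson's r was 0.378 for H3K4me3 and 0.383 for H3K27me3, and Spearman's rho was 0.447 and 0.422. Of the regions, 69.5% and 66.7% changed in the same direction. In the other crossed pair, line L6_3_ at 5 dpi with line L7_2_ at 10 dpi, r was -0.082 and 0.062. Within line L6_3_ it was -0.046 and -0.230 between the time-points, and within line L7_2_ 0.242 and 0.140, so 4 pairs were computed for each mark. Leaving out a replicate moved r most. Without replicate 1 it was 0.224 for H3K4me3 and 0.297 for H3K27me3, and without replicate 2 it was 0.340 and 0.238. Leaving out chromosomes Z, W and M and unplaced sequence raised it to 0.520 and 0.470. Over all regions, splitting the L6_3_ libraries by replicate number in place of infection gave a larger r, 0.441 and 0.442. Splitting the L7_2_ libraries in this way gave 0.418 and 0.401. On autosomes alone no such split reached the r of the infection contrasts. With so few libraries the correlation cannot be told apart from differences between them. From effects that appear in both lines at different time-points, the paper proposes a phase difference in the epigenetic effects of MDV infection.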

### Epigenetic differences between resistant and susceptible lines

On comparing the two lines, several differences were observed between the control birds, but a greater number of DMRs were obtained from the L63v72I comparison (Table 2). 

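Between control birds of the lines at 5 dpi, 3294 of 11008 H3K4me3 regions and 638 of 11669 H3K27me3 regions were DMRs. Of these, 1390 and 399 were higher in line L6_3_. Between infected birds at 5 dpi the DMRs numbered 604 for H3K4me3, of which 266 lay on chromosome Z, and 37 for H3K27me3, of which 33 did. At 10 dpi 2 H3K4me3 and 44 H3K27me3 regions differed between control birds, and 30 and 46 between infected birds. With the non-redundant reads as library size, the H3K4me3 numbers moved to 320 between control birds at 5 dpi and 1051 between infected birds at 10 dpi. With all filtered regions tested, there were 3 H3K27me3 DMRs between control birds at 5 dpi. With the replicate number as a block, the control birds at 5 dpi differed at 2211 H3K4me3 and 1105 H3K27me3 regions and the infected birds at 655 and 51. At 10 dpi the block gave 3 and 35 between control birds and 55 and 45 between infected birds. The correlation of same-numbered libraries was -0.141 and -0.0012 (control, 5 dpi), -0.237 and -0.238 (infected, 5 dpi), -0.176 and -0.0803 (control, 10 dpi) and -0.188 and -0.0902 (infected, 10 dpi), for H3K4me3 and H3K27me3. For the comparisons in which the replicate numbers appeared crossed, replicate 1 of one line was also paired with replicate 2 of the other. This gave 3899 (control, 5 dpi), 1274 (infected, 5 dpi), 459 (control, 10 dpi) and 13 (infected, 10 dpi) H3K4me3 DMRs, and 137 H3K27me3 DMRs between infected birds at 5 dpi. All comparisons between control birds involve the L7_2_ control libraries with a low mapped percentage.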

At 5 dpi among control birds, genes associated with immune-related GO terms, e.g. regulation of cytokine production, various signaling pathways, regulation of apoptosis and cell proliferation, displayed perturbed H3K4me3 enrichments, while terms related to signaling pathways showed variations in H3K27me3 levels. This phenomenon was also observed at the latent stage of infection, but with a few notable differences, e.g. T cell activation was enriched among H3K27me3 DMRs. These results suggested baseline epigenetic differences between the two lines, which could contribute to innate differences in immune response.

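Summed over both marks and time-points, 3978 regions differed between the control birds of the lines and 717 between the infected birds, a ratio of infected to control of 0.180. Of the 3978, 3294 came from H3K4me3 at 5 dpi, a comparison with L7_2_ control libraries of low mapped percentage. At 10 dpi alone the numbers were 2 (control) and 30 (infected) for H3K4me3 and 44 and 46 for H3K27me3. For H3K4me3 the sums were 3296 and 634, and for H3K27me3 682 and 83. With the non-redundant reads in place of TMM the sums over both marks were 1001 between control and 1771 between infected birds, a ratio of 1.77. By mark, the ratio was then 4.59 for H3K4me3 and 0.387 for H3K27me3. With all filtered regions and 0 where a library had no peak, the H3K27me3 sums were 96 and 393, a ratio of 4.09, while over both marks the ratio was 0.287.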

Symptomatic of the highly divergent responses to MDV infection in the two lines, infected birds exhibited more than twice as many DMRs as the control birds over the two time-points. Functional analysis revealed a wide array of enriched functional terms and pathways. Notable examples included MAP kinase signaling, Wnt signaling, focal adhesion and neuroactive ligand-receptor interaction pathways, which were also enriched in H3K27me3 DMRs from within-line comparisons. In addition, larger numbers of immune-related GO terms were enriched in H3K4me3 and H3K27me3 DMRs at 5 dpi, such as, cell cycle, cell proliferation and apoptosis.

Thus, comparisons of the MD-resistant and susceptible lines revealed innate differences in histone modification profiles in addition to variations induced by MDV infection. Several immune-related pathways and GO functional terms were enriched among genes displaying differential chromatin marks, indicating the functional significance of such epigenetic differences.

### Critical pathways exhibit common H3K27me3 signatures

Strong statistical enrichment and association with multiple comparisons or time-points can be considered to be indicative of functional relevance and several of the above enriched pathways satisfied this criterion (Figure 1). Interestingly, the neuroactive-ligand receptor interaction pathway and immune-related pathways such as, MAP kinase signaling (Figure 1A) and focal adhesion were associated with H3K27me3 DMRs in both lines and shared a common chromatin signature. A majority of genes exhibited increased H3K27me3 levels after infection in the susceptible line at 5 dpi and in the resistant line at 10 dpi, suggesting epigenetic silencing at different stages of MD. However, these pathways also displayed higher H3K27me3 levels in infected birds from line L6_3_ compared to line L7_2_, indicating higher levels of silencing in the resistant line in response to infection. To further investigate the functional significance of these variations, we examined the underlying genes associated with DMRs in the above pathways.

**Figure 1:**
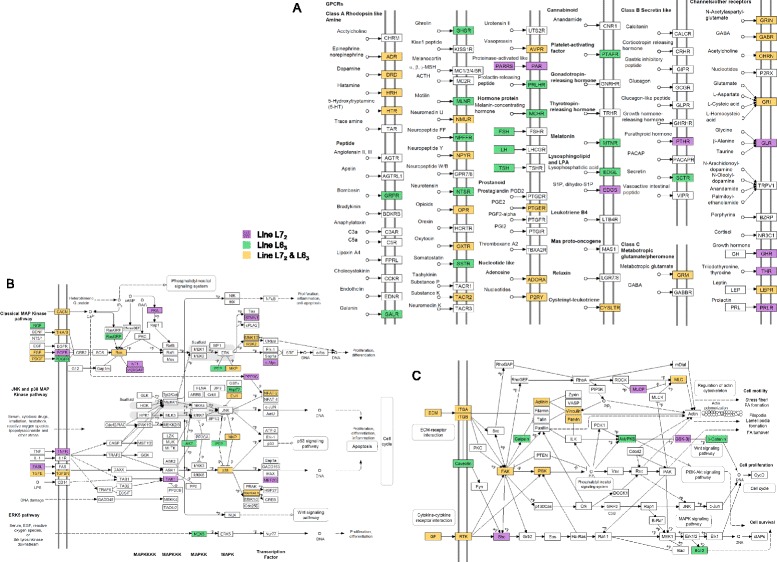
Critical KEGG pathways exhibit common H3K27me3 signatures. **A)** MAP kinase signaling; **B)** Neuroactive ligand-receptor interaction; **C)** Focal adhesion signaling. Several genes from these pathways display a common H3K27me3 pattern: there are increased repressive marks at 5 dpi in the susceptible line and at 10 dpi in the resistant line, while overall levels are higher in the resistant line. Genes showing the common chromatin signature are represented by filled boxes.

Neuroactive ligand-receptor interaction (Figure 1B), as mentioned above, is a collection of signaling molecules, such as, hormones and neurotransmitters, and their corresponding receptors. Several classes of G protein-coupled receptors, e.g. dopamine, 5-hydroxytryptamine (5-HT) and histamine receptors, in addition to a variety of others, such as, leptin, glutamate and γ-aminobutyric acid (GABA) receptors, displayed H3K27me3 variations in both lines (Figure 1B). However, there were some important differences as well. The cytotoxic T-lymphocyte and natural killer cell-specific serine protease, granzyme A (*GZMA*), and the growth hormone receptor (*GHR*), both displayed increased H3K27me3 levels in infected L7_2_ birds at 5 dpi. *GZMA* was upregulated in spleen tissues of MDV-infected chickens irrespective of genetic background [19], *GHR* was upregulated in resistant birds at 10 dpi [20]. In bursa tissues, *GZMA* was upregulated in both lines at 10 dpi, but no difference was detected in *GHR* transcript levels. Certain DMRs were unique to the resistant line, e.g. the platelet-activating factor receptor *PTAFR*, which exhibited higher H3K27me3 marks in infected birds from line L6_3_.

MAP kinase signaling pathways regulate a wide variety of cellular processes ranging from cell proliferation to apoptosis [21] and have been linked to MD-induced tumorigenesis via the virus-encoded oncogene Meq [22]. In the classical MAP kinase pathway, growth factors, e.g. fibroblast growth factors (FGFs), activate Ras-related proteins to trigger protein kinase cascades involving Raf, MEK and ERK, leading to varying outcomes including cell proliferation and cell differentiation. Moreover, extracellular signals, such as, reactive oxygen species and stress, can activate the p38 and JNK MAP kinase pathways via cytokines, e.g. TGFβ and IL-1, leading to proliferation and apoptosis. Several *FGF* and *RAS* genes, in addition to multiple calcium channel genes, displayed H3K27me3 DMRs in both lines, suggesting potential hot-spots of epigenetic regulation. H3K27me3 DMRs were also observed on various members of the p38 and JNK MAP kinase pathways, such as, p38 MAP kinases, *MAPK12* and *MAPK13*, and immune-related genes, e.g. *TGFB2*, *NFATC2*.

Focal adhesions consist of macromolecular protein complexes that connect the actin cytoskeleton of a cell to the extra-cellular matrix (ECM) (Figure 1C). Focal adhesions are also sites of integrin-mediated signal transduction which plays critical roles in cell migration and angiogenesis [23]. Several genes encoding extra-cellular matrix proteins, e.g. various collagens, laminins and integrins, in addition to actinin and vinculin displayed H3K27me3 changes in both lines. Moreover, several growth factors, e.g. *PDGFA*, and receptor tyrosine kinases, were also associated with H3K27me3 DMRs and were possible sites of epigenetic regulation.

Thus, important immune-related pathways, e.g. MAP kinase signaling and focal adhesion, exhibited H3K27me3 DMRs which suggested potential hot-spots of epigenetic silencing and regulation. Moreover, immune-related genes belonging to the neuroactive ligand-receptor interaction pathway displayed H3K27me3 variations unique to each line indicating the presence of differing epigenetic responses to MDV infection.

### Immune-related microRNAs are associated with differential chromatin marks

Various classes of non-coding transcripts have been subjects of intense study in recent years, and as a result, regulatory roles for many such species, e.g. microRNAs (miRNAs), have been uncovered. MiRNAs are a class of small non-coding RNAs that regulate gene expression at the post-transcriptional level. Several regulatory roles for miRNAs have been discovered, ranging from immune response, inflammation and tumorigenesis [24-27]. Thus, in addition to annotated protein-coding genes, we were interested in investigating non-coding transcripts associated with differential histone marks. We downloaded microRNA annotations from miRBase [28] and searched for nearby DMRs and genes to reveal functionally important miRNAs (Additional file 4).

Based on their position relative to nearby genes, miRNAs can be classified into three categories: intergenic, intragenic (sense orientation) and intragenic-reverse (anti-sense orientation). We found H3K27me3 and H3K4me3 DMRs associated with 198 unique miRNAs, a majority of which (109 out of 198; 55%) were intergenic. 

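Of the 198 miRNAs listed in Additional file 4, 176 (88.9%) had a filtered H3K4me3 or H3K27me3 region within 1 kb, 110 for H3K4me3 and 142 for H3K27me3. Fewer had a region of the listed mark and time-point. For H3K4me3 these were 88 of 125 (L6_3_, 10 dpi), 13 of 17 (L7_2_, 5 dpi) and 2 of 2 (L6_3_, 5 dpi). For H3K27me3 they were 55 of 65 (L6_3_, 10 dpi) and 44 of 59 (L7_2_, 5 dpi). With a direct overlap required, 166 miRNAs had a region. The list gives 112 of the miRNAs (56.6%) as intergenic.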

The small size of miRNAs relative to DMRs leads to two issues; first, it is difficult to attribute chromatin marks to miRNAs that overlap larger protein-coding genes. Second, the overall fold-difference for a large DMR could be different in the vicinity of the miRNA, leading to false positives. Thus, to account for the above, we concentrated on intergenic miRNAs for subsequent analysis.

Close examination of the list of DMR-associated miRNAs revealed several immune-related miRNAs, e.g. *gga-miR-155*, *gga-miR-148a* (H3K4me3), *gga-miR-10b* and *gga-miR-137* (H3K27me3). The widely studied miRNA, miR-155, is critical for normal B cell differentiation [29] and plays a major role in immune response and inflammation by regulating members of the tumor-necrosis factor superfamily [30]. MiR-155 also controls antiviral CD8+ T cell responses by regulating interferons, and mir-155-deficient mice had reduced viral clearance [31]. 

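The reads of the peaks within 10 kb of each miRNA were summed per library and are given as RPM of non-redundant reads. Gga-miR-155 lies on chromosome 1 of galGal3 from 105930213 to 105930275. H3K4me3 peaks near it spanned 105918801 to 105940200 and were called in all 16 libraries, with 22.3 to 76.3 RPM. At 10 dpi line L6_3_ had 63.9 ± 12.6 (SD, n = 2) in infected and 54.9 ± 9.26 (SD, n = 2) in control birds, and line L7_2_ 31.3 ± 12.7 (SD, n = 2) and 40.9 ± 21.1 (SD, n = 2). Relative to line L7_2_, the log2 fold change of line L6_3_ was 0.94 in control birds (adjusted p = 0.0957 from edgeR's quasi-likelihood test) and 0.59 in infected birds (adjusted p = 0.106 from the same test). In infected birds both L6_3_ libraries lay above both L7_2_ libraries, and in control birds 1 of 2 L6_3_ libraries did. With the replicate block these were 0.90 (edgeR adjusted p = 0.103) and 0.60 (edgeR adjusted p = 0.0807). The infection effect in line L6_3_ at 10 dpi was -0.66 with TMM (edgeR adjusted p = 0.0572) and 0.22 with the non-redundant reads (edgeR adjusted p = 0.457), below the median of all tested H3K4me3 regions of that contrast under either library size. With the replicate block it was -0.65 (edgeR adjusted p = 0.00302). At 5 dpi the infection effect was 0.30 in line L6_3_ (edgeR adjusted p = 0.227), and 0.32 with the replicate block (edgeR adjusted p = 0.0211). For line L7_2_ it was then -0.72 (edgeR adjusted p = 0.0386), and -0.73 with the replicate block (edgeR adjusted p = 0.00471). The adjustment covers 89 tests of 8 loci, both marks and all comparisons, of which 23 had an adjusted p below 0.1.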

All samples exhibited strong H3K4me3 marks around *gga-miR-155* at both time-points, suggesting activation, but the chromatin marks were higher in the resistant line L6_3_ particularly at 10 dpi (Figure 2A). MiR-148a induces apoptosis in colorectal cancer [32] and increases cell proliferation in gastric cancer [33]. 

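Gga-miR-148a is on chromosome 2 of galGal3 from 32053543 to 32053610. In line L6_3_ at 10 dpi its H3K4me3 level was 17.8 ± 10.9 RPM (SD, n = 2) in infected and 3.44 ± 0.273 (SD, n = 2) in control birds, over 3100 bp and 2100 bp of called peaks on average. Both infected libraries, with 25.5 and 10.0, lay above both control libraries, and the log2 fold change was 1.50 (edgeR adjusted p = 0.0715). It was 1.38 with the replicate block (edgeR adjusted p = 0.0576). At 5 dpi the log2 fold change was -0.41 in line L6_3_ (edgeR adjusted p = 0.212) and 0.04 in line L7_2_ (edgeR adjusted p = 0.929). Line L7_2_ was not tested at 10 dpi, since the shallow control library had no peak near this miRNA.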

*Gga-miR-148a* displayed increased H3K4me3 marks in infected birds from the resistant line at 10 dpi, while no changes were evident at the earlier time-point (Figure 2B). The first discovered mammalian miRNA, miR-21, has been implicated in a wide variety of cancers as it targets tumor suppressors for repression [34-36] (Figure 2C). 

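Gga-miR-21 is on chromosome 19 of galGal3 from 7322072 to 7322168. The H3K4me3 peaks within 10 kb of it held 106 to 239 RPM in the 16 libraries. At 10 dpi line L7_2_ had 116 ± 14.6 (SD, n = 2) in infected and 122 ± 13.1 (SD, n = 2) in control birds, and line L6_3_ 188 ± 28.9 (SD, n = 2) and 126 ± 7.95 (SD, n = 2). The log2 fold change of line L6_3_ over line L7_2_ was 0.37 in control birds (edgeR adjusted p = 0.211) and 0.23 in infected birds (edgeR adjusted p = 0.494). Between infected and control birds of line L6_3_ at 10 dpi it was -0.30 with TMM (edgeR adjusted p = 0.295) and 0.57 with the non-redundant reads (edgeR adjusted p = 0.0303), below the median of all tested H3K4me3 regions of that contrast in each case. The replicate block gave -0.31 (edgeR adjusted p = 0.152).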

Similar to *gga-miR-155*, strong H3K4me3 marks were observed at the promoter of *gga-miR-21* in all samples, with a slight reduction in line L7_2_ at 10 dpi (Figure 2A).

**Figure 2:**
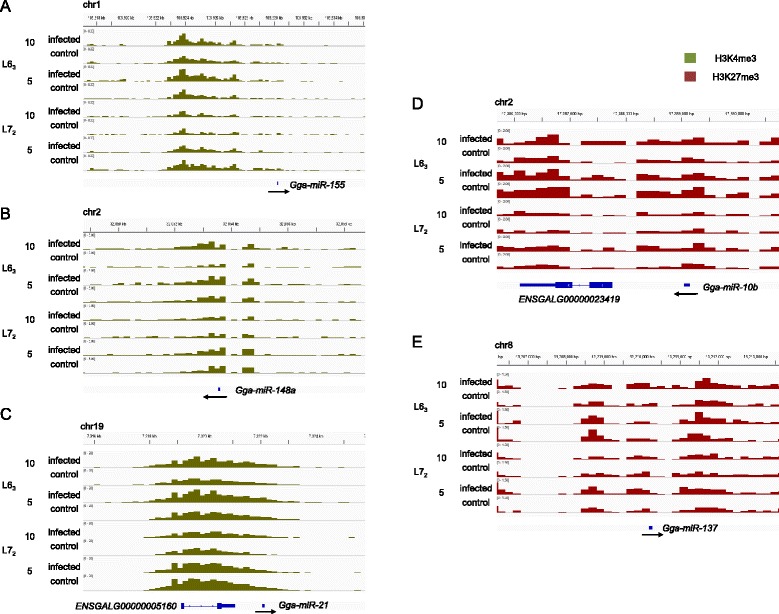
MicroRNAs with immune-related functions are associated with differential chromatin marks. **A)** *Gga-mir-155*, **B)** *Gga-mir-148a* and **C)** *Gga-mir-21* display significantly increased H3K4me3 marks in the resistant line L6_3_ at the latent stage of infection. There are no observed differences between the lines at the cytolytic stage although levels of H3K4me3 appear to be higher. **D)** *Gga-mir-10b* and **E)** *Gga-mir-137* exhibit increased H3K27me3 marks in line L6_3_ at 10 dpi, while both infected and control L7_2_ birds have high H3K27me3 levels. Both lines show low levels of H3K27me3 at the earlier stage of infection.

MiR-10b is highly upregulated in breast cancer and triggers metastasis of tumor cells [37]. 

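Gga-miR-10b is on chromosome 7 of galGal3 from 17389048 to 17389157, and H3K27me3 peaks within 10 kb of it were called in all 16 libraries. This position is that of Additional file 4, while the axis of Fig. 2D names another chromosome. At 5 dpi line L6_3_ had 54.2 ± 3.58 RPM (SD, n = 2) in control birds, over 29100 bp of called peaks, and line L7_2_ 16.8 ± 11.3 (SD, n = 2), over 17400 bp. The log2 fold change between control birds was 1.65 (edgeR adjusted p = 0.0127), and both L6_3_ libraries lay above both L7_2_ libraries. The replicates of infected birds were far apart, with 34.4 and 184 in line L6_3_ and 176 and 20.7 in line L7_2_. Within 1 kb the L6_3_ replicates had 34.4 and 20.7, so most of the 184 lies in peaks farther away, and the L7_2_ replicates had 174, in a peak of 80200 bp, and 20.7. Between infected birds of the lines the log2 fold change was 0.20 (edgeR adjusted p = 0.864) with 10 kb and -1.68 (edgeR adjusted p = 0.0956) with 1 kb. Between infected and control birds of line L6_3_ it was 1.00 (edgeR adjusted p = 0.156) with 10 kb, 0.63 with the replicate block (edgeR adjusted p = 0.349), and -0.89 (edgeR adjusted p = 0.0956) with 1 kb. In line L7_2_ the log2 fold change between infected and control birds was 2.49 (edgeR adjusted p = 0.0264), although the infected library with 20.7 lay below the control library with 24.9. With the replicate block it was 2.04 (edgeR adjusted p = 0.00337).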

At 5 dpi, line L6_3_ displayed high levels of H3K27me3 around*gga-miR-10b* both before and after infection, compared to L7_2_ birds (Figure 2D). Meanwhile, at 10 dpi, only infected birds from the resistant line L6_3_ showed high H3K27me3 levels at this locus. 

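At 10 dpi the H3K27me3 level near gga-miR-10b in infected birds of line L6_3_ was 98.6 RPM in replicate 1 and 24.8 in replicate 2, both above the control libraries of that line, which had 15.1 and 9.08. Within 1 kb of the miRNA a peak was called in infected replicate 2 alone of these 4 libraries, with 11.3, so the difference rests mainly on peaks that do not reach within 1 kb. Whole peaks were summed, and those of infected replicate 1 reached to 17436200. These peaks covered 34400 bp on average in infected and 9600 bp in control birds. The log2 fold change was 2.06 (standard error 0.48, edgeR adjusted p = 0.00529), and 1.82 with the replicate block (edgeR adjusted p = 1.96e-05). Infected birds of line L6_3_ exceeded those of line L7_2_ by a log2 fold change of 2.13 (edgeR adjusted p = 0.000905). Line L7_2_ had 11.1 ± 0.159 (SD, n = 2) in infected and 9.06 ± 0.406 (SD, n = 2) in control birds, with a log2 fold change of 0.13 (edgeR adjusted p = 0.906).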

MiR-137 acts as a tumor suppressor in neuroblastoma by downregulating a histone demethylase [38] and also regulates cell migration and proliferation in breast cancer [39]. 

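Gga-miR-137 is on chromosome 8 of galGal3 from 13210193 to 13210288, and the H3K27me3 peaks near it spanned 13194201 to 13220400. In line L7_2_ at 5 dpi infected birds had 16.0 ± 8.43 RPM (SD, n = 2), over 13600 bp of called peaks, and control birds 3.94 ± 0.172 (SD, n = 2), over 3600 bp. Both infected libraries lay above both control libraries. The log2 fold change was 1.97 (standard error 0.62, edgeR adjusted p = 0.0386), and 1.89 with the replicate block (edgeR adjusted p = 0.0426). Line L6_3_ had 18.5 ± 11.2 (SD, n = 2) in infected and 17.9 ± 1.79 (SD, n = 2) in control birds, with a log2 fold change of 0.06 (edgeR adjusted p = 0.929). Between control birds the level was higher in line L6_3_ by a log2 fold change of 2.13 (edgeR adjusted p = 0.0191).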

MDV-infected line L7_2_ birds displayed increased levels of H3K27me3 compared to control birds, on *gga-miR-137* at 5 dpi, while line L6_3_ displayed higher levels irrespective of infection status (Figure 2E). At the latter time-point, H3K27me3 marks were reduced in control birds from both lines, but line L6_3_ displayed increased H3K27me3 levels in infected birds.

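At 10 dpi the H3K27me3 level near gga-miR-137 in control birds was 5.94 ± 2.93 RPM (SD, n = 2) in line L6_3_ and 3.10 ± 1.33 (SD, n = 2) in line L7_2_. Infected birds had 16.2 ± 3.76 (SD, n = 2) and 9.55 ± 1.72 (SD, n = 2), respectively. In both lines both infected libraries lay above both control libraries, but neither difference passed the threshold with 10 kb. The log2 fold change was 1.16 in line L6_3_ (edgeR adjusted p = 0.263) and 1.46 in line L7_2_ (edgeR adjusted p = 0.226), and 1.24 and 1.51 with the replicate block (edgeR adjusted p = 0.233 and 0.254). With the window of 1 kb the change in line L6_3_ was 1.91 and passed it (edgeR adjusted p = 0.0956), and line L7_2_, where 1 control library had no peak, was not tested.

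**Figure D3:**
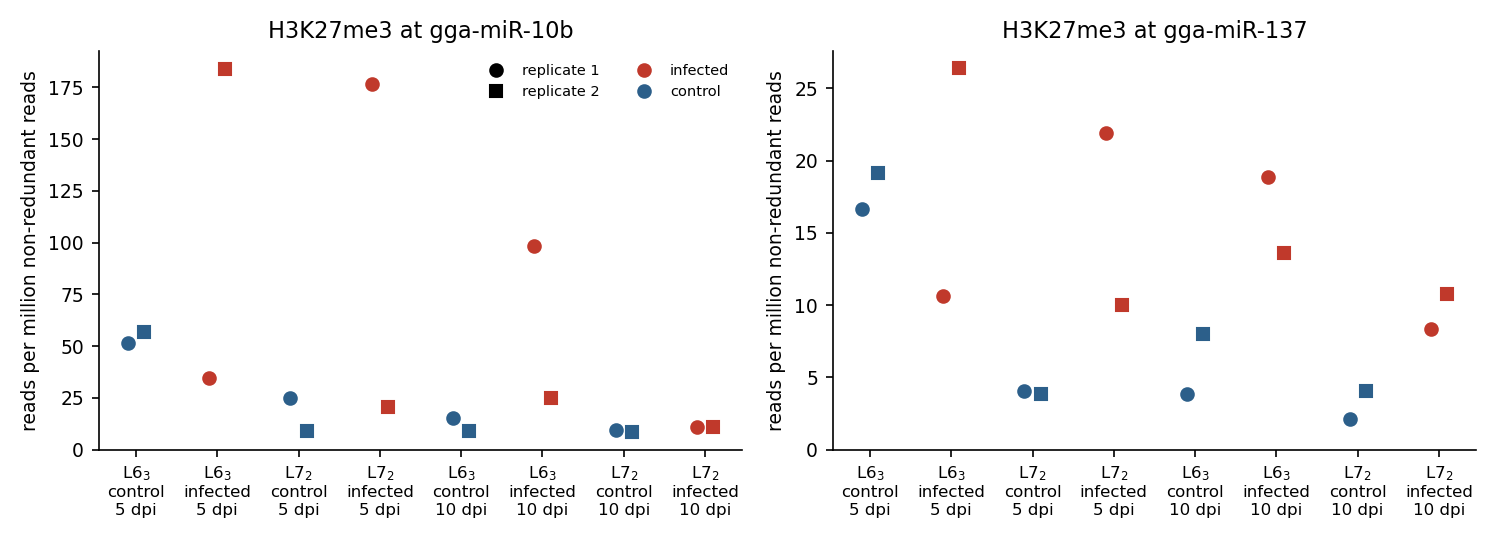
RPM of non-redundant reads in H3K27me3 peaks within 10 kb of gga-miR-10b (left) and gga-miR-137 (right), by line, infection status and time-point. Each point is 1 library, with infected birds in red and control birds in blue, and the infected groups at 5 dpi show the widest gaps between replicates at gga-miR-10b.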

Thus, several miRNAs with immune-related functions showed changes in histone modifications and were likely subject to epigenetic regulation as a result of MDV infection. The varying responses in the two chicken lines particularly around *gga-miR-155*, *gga-miR-10b* and *gga-miR-137*, also suggested the possible contribution of these miRNAs to differential MD-resistance*.*

### Differential chromatin and differential gene expression

Having investigated global chromatin profiles, we were interested in examining the correlation between chromatin marks and gene expression levels. Our prior studies [3,4] had revealed mixed results – absolute expression levels correlated well with H3K4me3 (positive) and H3K27me3 (negative) levels, but no relationship was apparent between differential expression and differential histone marks. Similarly, in the current study, we found moderate correlation between chromatin marks and absolute gene expression (Additional file 5), but low overlap between differential chromatin and differential transcript levels. However, in spite of modest global correlations, transcriptional changes consistent with epigenetic variations for certain loci could indicate epigenetic regulation. Thus, to find genes whose expression levels correlated with chromatin marks, we carried out a systematic comparison of DMR-associated genes and differentially expressed genes from RNA-Seq experiments carried out in the same tissue. Subsequently, we focused on functionally important DMRs to discover possible candidates for further analysis.

Relatively few differentially expressed genes were associated with DMRs enriched in the pathways outlined above, with H3K27me3 DMRs at 5 dpi being a notable exception. Thrombospondin 4 (*THBS4*), a member of the focal adhesion pathway, is an adhesive glycoprotein that plays a major role in proliferation and development of erythroid cell lineages, while also mediating cell-cell signaling and cell-matrix interactions [40]. Recently, this gene was found to be downregulated in various gastric tumors [41] and shown to have tumor suppressor properties [42]. 

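The position of THBS4 was read from the axis of Fig. 3, and the H3K27me3 peaks there spanned 21435401 to 21484000 on chromosome Z of galGal3. In line L7_2_ at 5 dpi the H3K27me3 level was 52.6 ± 14.3 RPM (SD, n = 2) in infected birds, over 30100 bp of called peaks, and 8.77 ± 0.0992 (SD, n = 2) in control birds, over 12000 bp. The log2 fold change was 2.55 (standard error 0.34, edgeR adjusted p = 0.000564), with both infected libraries above both control libraries, and 2.53 with the replicate block (edgeR adjusted p = 0.000304). The median log2 fold change of all chromosome Z regions in this comparison was 1.91, so THBS4 lay 0.64 above it. In line L6_3_ at 5 dpi the log2 fold change was 0.23 (edgeR adjusted p = 0.804).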

*THBS4* displayed significantly increased H3K27me3 levels (Figure 3A) and was also highly downregulated (fold-change = −4.58x, FDR = 3.68x10^−4^) in MD-infected susceptible chickens at 5 dpi. Tenascin-R (TNR), belongs to a family of extra-cellular matrix proteins, which are involved in regulating cell adhesion [43]. Other members of the tenascin family, TNC and TNW, are associated with disease, with increased expression correlating with higher cell motility and loss of focal adhesions, while TNR performs multiple functions in the central nervous system [44]. Higher H3K27me3 levels around *TNR* (Figure 3B), accompanied reduced transcript levels, in MD-infected line L7_2_ birds at 5 dpi. Endothelial differentiation sphingolipid-G receptor 3 (EDG3), is a G protein-coupled receptor that contributes to the regulation of cell migration [45] and vascular endothelial cell function [46]. EDG3 is necessary for the stimulation of the serine threonine kinase, Akt3, by the vascular endothelial growth factor (VEGF), and reduced levels of Akt kinase leads to increased apoptosis of cancer cells [47]. *EDG3* displayed increased H3K27me3 levels in line L7_2_ birds in response to MDV infection at 5 dpi (Figure 3C), which was coupled with significantly lower transcript levels (fold-change = −1.8x, FDR = 0.0879).

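At EDG3, the H3K27me3 peaks spanned 42697201 to 42735600 on chromosome Z of galGal3, at the position shown in Fig. 3. Infected birds of line L7_2_ at 5 dpi had 31.6 and 25.5 RPM, over 21400 bp of called peaks on average. Control replicate 1 had no called peak, and control replicate 2 had 2.21, from 33 reads. A log2 fold change was not tested, because a library without a peak has no count. The replicate block was not fitted for the same reason. The chromosome Z regions as a whole were higher in infected birds in this comparison, and 97.9% of the 471 tested lay above the autosome median.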

**Figure 3:**
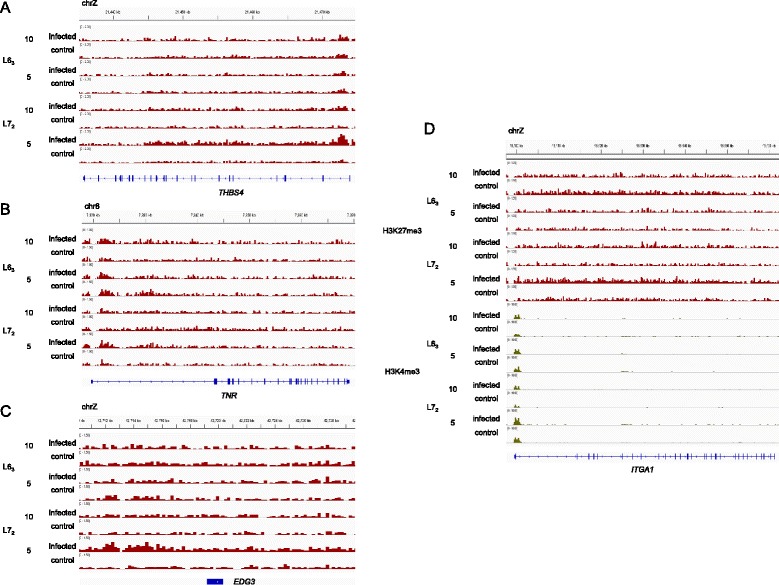
Differential H3K27me3 marks associated with differential gene expression. **A)** *THBS4*, **B)** *TNR*, and **C)** *EDG3* genes showed increased repressive H3K27me3 marks in susceptible line L7_2_ as a result of cytolytic MD infection that is accompanied by significant downregulation. **D)** *ITGA1*displayed reduced H3K27me3 enrichments and significant upregulation in the resistant line at 10 dpi as a result of MD infection. The susceptible line displayed increased H3K27me3 marks in line L7_2_ at 5 dpi, but there was no accompanying change in gene expression.

One of the few genes that was differentially expressed and associated with a strong H3K27me3 DMR in line L6_3_ was *integrin alpha 1* (*ITGA1*). *ITGA1* encodes the alpha 1 subunit of integrin receptors for collagen and laminin on the cell surface, which regulate cell-cell adhesion and may be involved in inflammation. *ITGA1* displayed reduced H3K27me3 levels (Figure 3D) and increased expression after infection in resistant birds at 10 dpi (fold-change = 3.16x, FDR = 0.0757). 

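The H3K27me3 peaks at ITGA1 spanned 16096601 to 16166800 on chromosome Z of galGal3. In line L6_3_ at 10 dpi infected replicate 1 had no called peak and infected replicate 2 had 8.39 RPM. The control libraries had 8.60 and 3.85, so infected replicate 2 lay between them, and no log2 fold change was tested. The chromosome Z regions as a whole were lower in infected birds in this comparison, by a median shift of -0.64 on the log2 scale against the autosomes. Between the control replicates themselves the shift was 1.93.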

Interestingly, line L7_2_ birds exhibited higher H3K27me3 and H3K4me3 marks in response to infection at 5 dpi, but no change in gene expression was observed.

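In line L7_2_ at 5 dpi, ITGA1 had 16.2 and 16.0 H3K27me3 RPM in infected birds, over 15500 bp of called peaks, while control replicate 1 had no called peak and control replicate 2 had 0.603, from 9 reads. For H3K4me3 the log2 fold change was 0.79 (standard error 0.07, edgeR adjusted p = 0.000905), with both infected libraries above both control libraries. The replicate block gave the same log2 fold change (edgeR adjusted p = 0.000304). The median log2 fold change of chromosome Z H3K4me3 regions in this comparison was 0.63, which leaves 0.16 at ITGA1.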

Thus, there was limited overlap between differential chromatin marks and differentially expressed genes, with the majority attributable to H3K27me3 DMRs observed at 5 dpi in the susceptible line. Integrated analysis of ChIP-Seq and RNA-Seq experiments revealed interesting candidates for further analysis, e.g. *THBS4* and *ITGA1*. However, the low concordance between the two independent experiments highlights the complexity of the chromatin landscape and the multitude of regulatory factors involved in determining transcription and phenotype.

## Discussion

The chromatin code is a universal, multi-layered guide to the transcriptional regulatory machinery that allows tremendous diversity to be encoded into the genome, while providing an essential link between the genetic material and environmental cues. Interpreting the biological consequences of variations in chromatin marks is exceedingly complex and can be likened to an attempt to discern the outcome of a voluminous treatise from its preface. The task of understanding the broader genomic effects of a complex disease, such as MD, from epigenetic profiling is a similarly daunting undertaking. Our prior studies of the epigenetic effects of latent MD on resistant and susceptible chicken lines [3,4] have provided us with some perspective. Here, we expanded the scope of such studies by investigating two critical stages of MD progression.

There were striking global differences in chromatin modifications between the two lines, as we observed a large number of MD-induced DMRs in line L7_2_ at 5 dpi and in line L6_3_ at 10 dpi. Important immune-related pathways, e.g. MAP kinase signaling and focal adhesion, were associated with H3K27me3 DMRs in both lines, indicating functional similarities in epigenetic response at different stages of MDV infection. However, the same pathways displayed higher H3K27me3 levels in infected line L6_3_ birds compared to line L7_2_ suggesting a greater degree of silencing in the resistant line. The MAP kinase signaling pathway has been widely associated with proliferation [16] and is targeted by the Meq protein to induce viral transformation [22]. Our results suggest that this pathway might be preferentially silenced in the resistant line by H3K27me3, which leads to increased transformation and tumorigenesis in susceptible birds.Several G protein-coupled receptors, members of the neuroactive ligand-receptor interaction pathway, were also associated with H3K27me3 DMRs in both lines. However, certain differences were also apparent, notably *GZMA* and *GHR*, which showed increased H3K27me3 in L7_2_ birds at 5 dpi in response to MDV infection. The functional significance of these chromatin changes is unclear as there was no apparent effect on gene expression. In the resistant line, H3K4me3 DMRs were associated with the cell cycle and spliceosome pathways, but observed fold-changes were small and therefore, they were not chosen for further analysis.

In addition to protein-coding genes and pathways, several cancer-related miRNAs were associated with both H3K4me3 and H3K27me3 DMRs. Lower H3K4me3 levels and possible reduction in transcript levels around *gga-miR-155* in line L7_2_could contribute to higher MD-susceptibility. Two miRNAs associated with seemingly opposite effects in breast cancer, *gga-miR-10b* and *gga-mir-137*, both exhibited putative epigenetic silencing in the resistant line. MiR-10b initiates tumor invasion and metastasis in breast cancer [37], while miR-137 reduces the proliferative and migratory capacities of breast cancer cells [39]. Apart from *Gga-mir-155* [48] none of the above miRNAs have been previously reported in the context of MD and their roles in determination of MD-resistance bear further analysis. Also, we focused our attentions on intergenic miRNAs in this study to avoid the ambiguities involved in overlapping genes and miRNAs. However, it is equally important to investigate the roles of other classes of miRNAs in the context of MD-resistance and susceptibility and will be the subject of future work.

The global comparison of histone modifications and gene expression revealed moderate correlations, while the overlap between differentially expressed genes and differential chromatin enrichments was low. As mentioned above, this could be a consequence of the complexity of transcriptional regulatory mechanisms and relatively few factors assayed. However, our data can be used to infer the location of hotspots of epigenetic regulation. Using this approach we identified several genes, a majority of which were associated with H3K27me3 DMRs and whose expression correlated well with observed chromatin marks. Three members of the focal adhesion pathway, *THBS4*, *TNR* and *ITGA1*, displayed increased H3K27me3 levels in infected line L7_2_ birds at 5 dpi. In the case of *THBS4* and *TNR*, this was accompanied by a significant downregulation, while *ITGA1* displayed a concordant increase in H3K4me3 marks but no change in gene expression. On the other hand, in line L6_3_, infected birds showed a reduction of H3K27me3 levels around *ITGA1*at 10 dpi and a corresponding upregulation, while there were no significant changes in chromatin marks or gene expression on *THBS4* or *TNR. THBS4* is a putative tumor suppressor [42] and its downregulation could be associated with increased MD-susceptibility in line L7_2_ birds. Moreover, the dysregulation of ECM genes and receptors is a hallmark of cancer metastasis. Our data suggests that this pathway is a hotspot of epigenetic regulation as a consequence of MDV infection and merits further investigation in the context of MD-resistance.

## Conclusions

In summary, we conducted a comprehensive analysis of the chromatin landscape induced by MDV in two inbred chicken lines with contrasting responses to the disease. We found major global variations in chromatin marks occurring at different stages of infection in the two lines. Functional analysis of genes associated with differential H3K27me3 enrichments revealed enriched pathways, such as, MAP kinase signaling, focal adhesion and neuroactive ligand-receptor interaction that were shared between lines. However, infected birds from lines L6_3_ and L7_2_ displayed different H3K27me3 levels on members of these pathways, indicating varying degrees of silencing in response to infection. In addition, several immune-related miRNAs, e.g. *gga-miR-155* and *gga-miR-10b*, were associated with differential chromatin marks and could contribute to increased MD-susceptibility in line L7_2_ chickens. Finally, several members of the focal adhesion pathway, *THBS4*, *TNR* and *ITGA1*, were associated with differential chromatin and transcript levels, indicating that this pathway may by a hotspot of epigenetic regulation in response to MDV infection. Taken together, our results shed further light on the epigenetic effects of MD, revealing striking global differences and possible functional impact of epigenetic variations. Additional functional assays are necessary to elucidate the underlying mechanisms behind the large-scale chromatin changes and the effect on MD-resistance and susceptibility.

## Methods

### Animals and viruses

Two specific-pathogen-free inbred lines of White Leghorn, either resistant (L6_3_) or susceptible (L7_2_) to MD, were hatched, reared and maintained in Avian Disease and Oncology Laboratory (ADOL, Michigan, USDA). Eight chickens from each line were injected intra-abdominally with a partially attenuated very virulent plus strain of MDV (648A passage 40) at 14 days after hatch with a viral dosage of 500 plaque-forming units (PFU). Another eight chickens were not infected as age-matched controls. Infected and control chickens (n = 4) from both lines were terminated at 5 or 10dpi to collect bursa tissues. All procedures followed the standard animal ethics and use guidelines of ADOL (31320-008-00D) and University of Maryland (R-08-62).

### Analysis of ChIP-Seq data

Chromatin immunoprecipitation (ChIP) was carried out using bursa samples from MDV infected and control birds as described elsewhere [8]. Briefly, about 30 mg bursa samples were digested with micrococcal nuclease followed by end-repair with PNK and Klenow enzymes (NBE, Ipswich, MA, USA) and ChIP with the specific antibody. This was followed by addition of 3’ adenine, Illumina adaptor ligation, PCR amplification (17 cycles) and size-selection (~150 bp), cluster generation and sequencing on the Illumina Hi-Seq 2000. Sequence reads were aligned to the May 2006 version of the chicken genome (galGal3) using bowtie version 0.12.7 [49]. Default alignment policies of bowtie were enforced: a valid alignment could have a maximum of two mismatches and if a read aligned equally well to multiple places in the genome, one was chosen at random. If multiple reads mapped to the same genomic location, only one was kept to avoid amplification bias. The total number of reads obtained for each sample is listed in Additional file 6. For visualization purposes, read counts were combined from two replicates of each sample and normalized to reads per million mapped reads (RPM). Between-replicate correlations were calculated using normalized reads in a 2 kb region around the TSS, with low-scoring regions in both replicates (bottom 25%) not included in the calculation. We also plotted the density of the normalized reads around the TSS averaged over two replicates of each sample (Additional file 7). The distributions of both H3K4me3 and H3K27me3 were uniform across all samples with no outliers.

Peak-calling was carried out using the WaveSeq algorithm [4]. We used recommended values for parameters: for H3K4me3 data, the mother function was ‘morlet’ and gap size was 2 (400 bp), while for H3K27me3, the mother function was ‘mexican hat’ and gap size was 10. The p-value threshold for H3K27me3 was also lowered to 0.4. Peaks detected in the same genomic region of multiple samples were merged to include all peaks and those appearing in only one sample were removed as possible false positives. Filtered peaks were annotated with genes based on overlaps in the transcription start site (TSS) region for H3K4me3 and gene body (TSS to transcription termination site, TTS) for H3K27me3. Gene annotations consisted of 16426 genes from the Ensembl database Release 66 [50], which included a majority of RefSeq genes in addition to predicted genes and miRNAs.

### Functional analysis of DMRs

Reads mapping to filtered peaks were tabulated into a matrix and analyzed using edgeR [11] and statistical significance defined using a false discovery rate of 0.1.Functional analysis of DMRs was performed with DAVID [12,13] using default parameters. Highly enriched KEGG pathways were selected based on degree of statistical significance (FDR < 0.3) and biological relevance. If a pathway was significantly enriched for a particular comparison, other instances of this pathway were retained for closer examination.

### MicroRNAs associated with DMRs

MiRNA annotations were downloaded from miRBase [28] version 18 and annotated with nearby DMRs and genes. MiRNAs with complete or partial overlaps with genes were classified as intragenic or intragenic-reverse, based on relative orientation. The maximum distance for annotation with a DMR was chosen to be 1 kb.

### Availability of supporting data

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [51] and are accessible through GEO Series accession number GSE65961 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE65961).

## Additional files

Additional file 1:
**Correlation between replicates.** High correlation observed between replicates of samples in present study. Correlation coefficients correspond to Pearson correlation between normalized read counts in a 2 kb region flanking the TSS (−1000 bp to +1000 bp). Additional file 2:
**Peak-calling results.** The number of peaks called in each sample using the WaveSeq algorithm. Additional file 3:
**Selected GO terms enriched in MD-induced DMRs.** Enrichment analysis results from DAVID. Additional file 4:
**MiRNAs associated with DMRs.** Locations of significant peaks overlapping microRNAs are shown, in addition to any protein-coding genes that are overlapped. Additional file 5: Figures S1-S4. ChIP-Seq vs RNA-Seq – S1) L63, 5dpi, S2) L72, 5dpi, S3) L63, 10dpi, S4) L72, 10dpi. Moderate to low correlation observed between ChIP-Seq and RNA-Seq experiments with H3K4me3 marks positively correlated and H3K27me3 negatively correlated with gene expression. Genes were divided into groups of 100 based on absolute expression. ChIP-Seq read counts were calculated in the promoter region (TSS ± 500 bp) for H3K4me3 and in the gene body (TSS to TTS) for H3K27me3.The ChIP-Seq read counts and RNA-Seq read counts wereaveraged for genes within each group and plotted on scatterplots (open black circles). The linear best fit line was drawn (red) and the corresponding Pearson correlation coefficients are shown in individual plots. Additional file 6:
**Sequencing statistics.** The numbers of reads obtained from sequencing the samples used in this study before are shown. Additional file 7:
**Distribution of mean RPKM around TSS.** The densities of mean RPKM from a 2 kb region surrounding the TSS for a) H3K27me3 and b) H3K4me3 data. All samples showed uniform distributions for both histone marks.

# Supplementary material for: Histone modifications induced by MDV infection at early cytolytic and latency phases
**Source:** BMC Genomics. 2015 Apr 18;16(1):311. doi: 10.1186/s12864-015-1492-6

# Figure S1. ChIP-Seq vs RNA-Seq – L6<sub>3</sub>, 5dpi

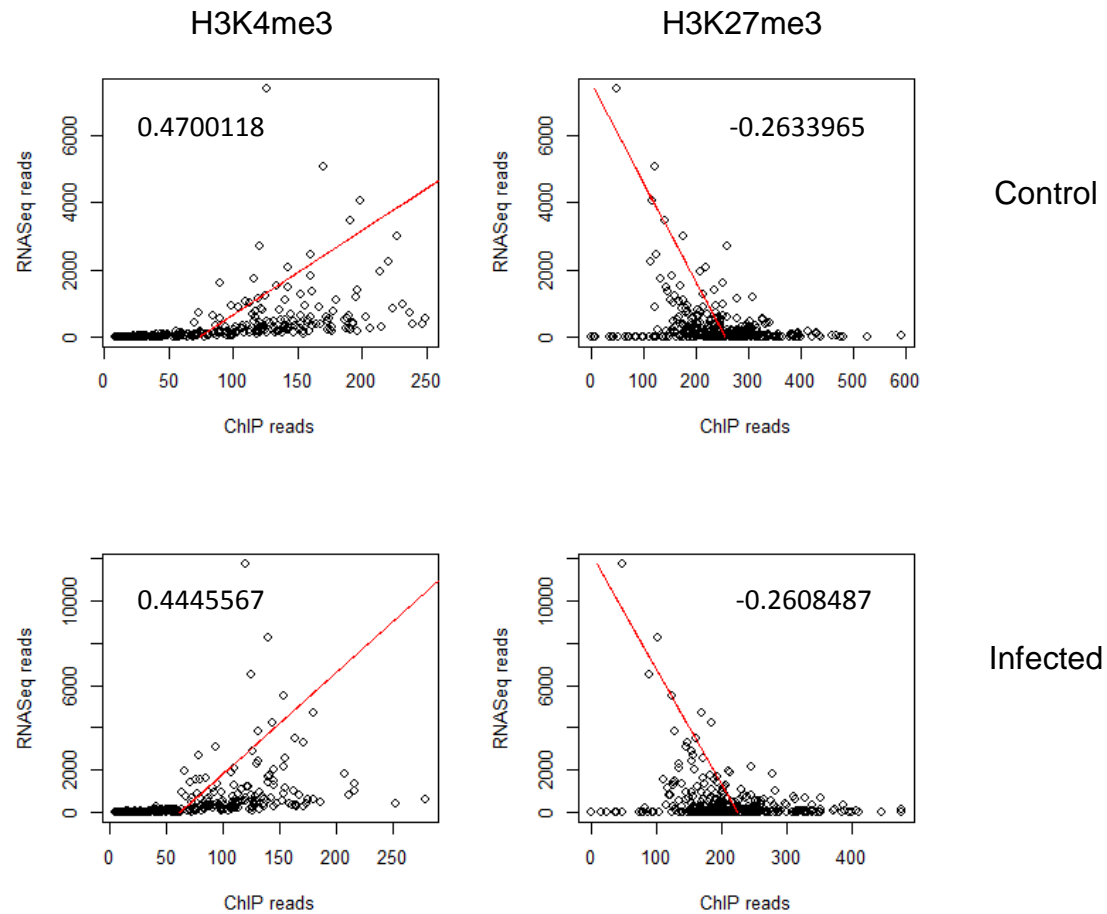

Figure S2. ChIP-Seq vs RNA-Seq – L7<sub>2</sub>, 5dpi

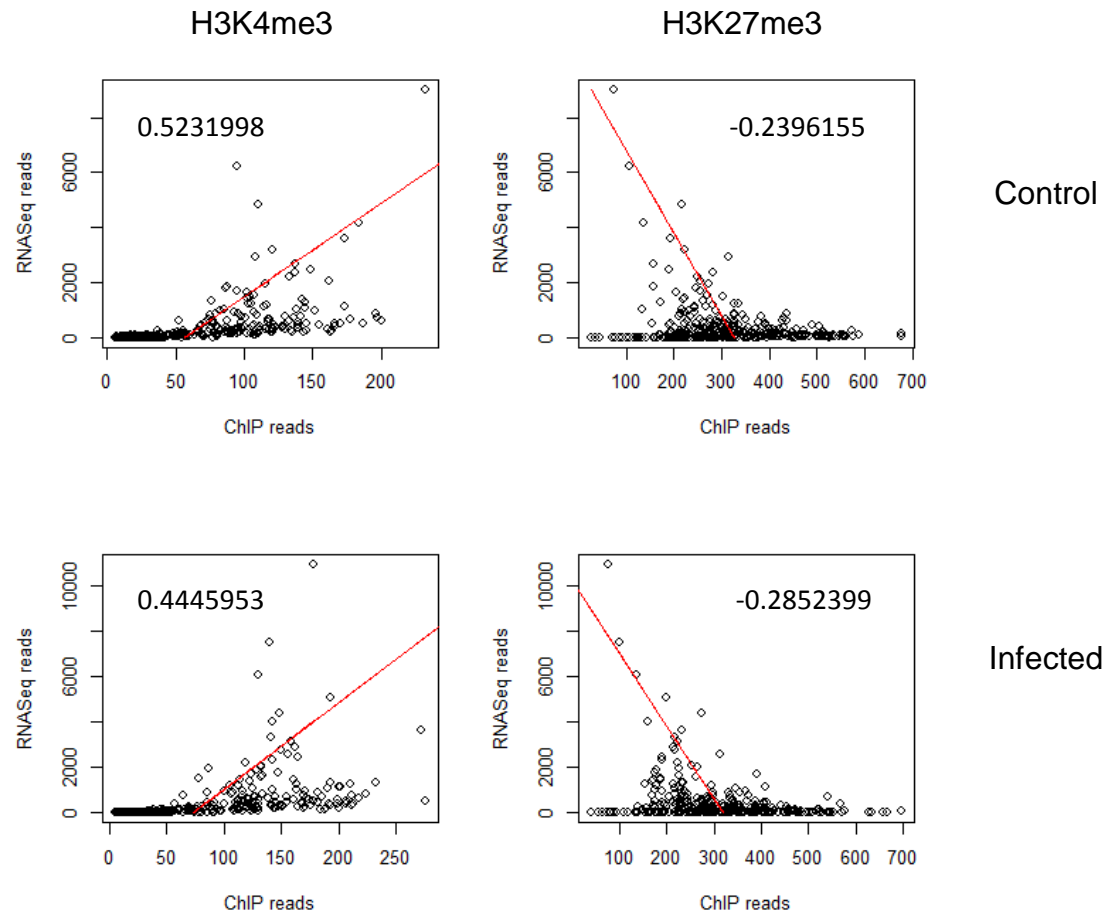

# Figure S3. ChIP-Seq vs RNA-Seq – L6<sub>3</sub>, 10dpi

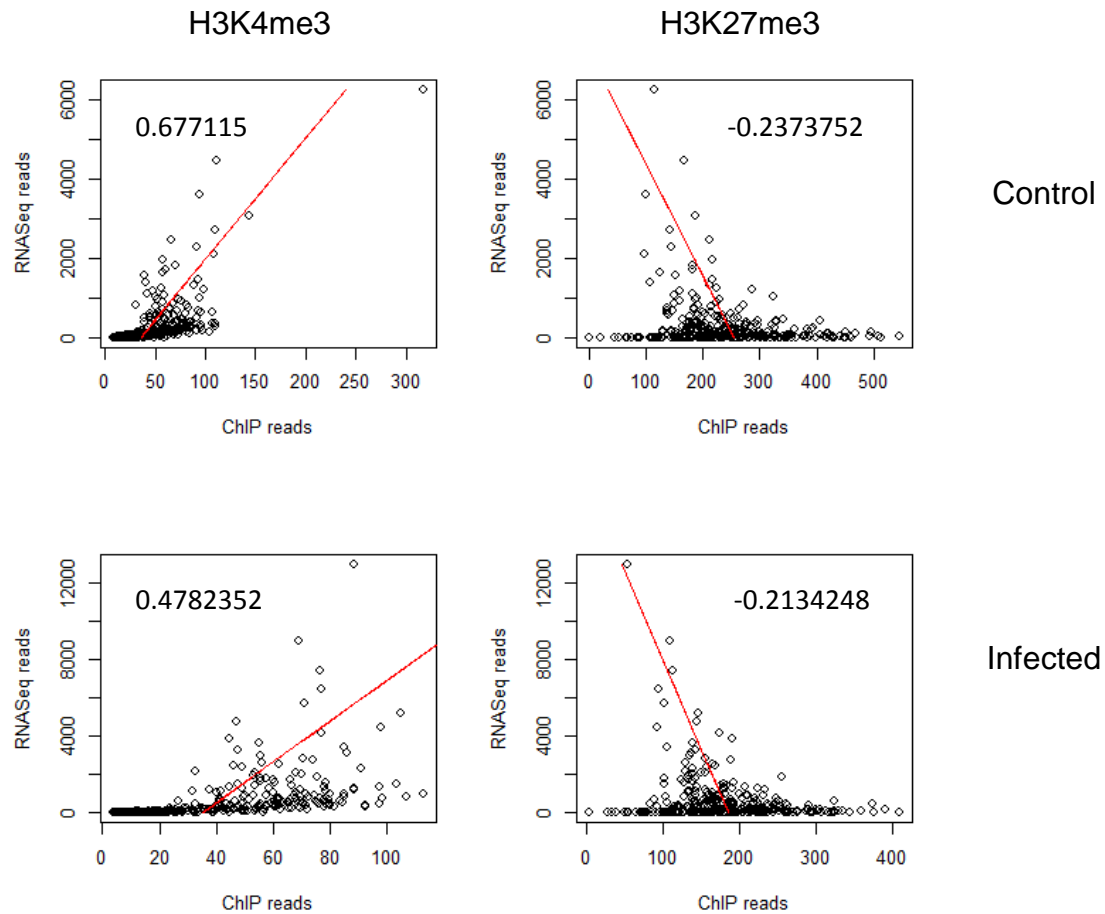

Figure S4. ChIP-Seq vs RNA-Seq – L7<sub>2</sub>, 10dpi

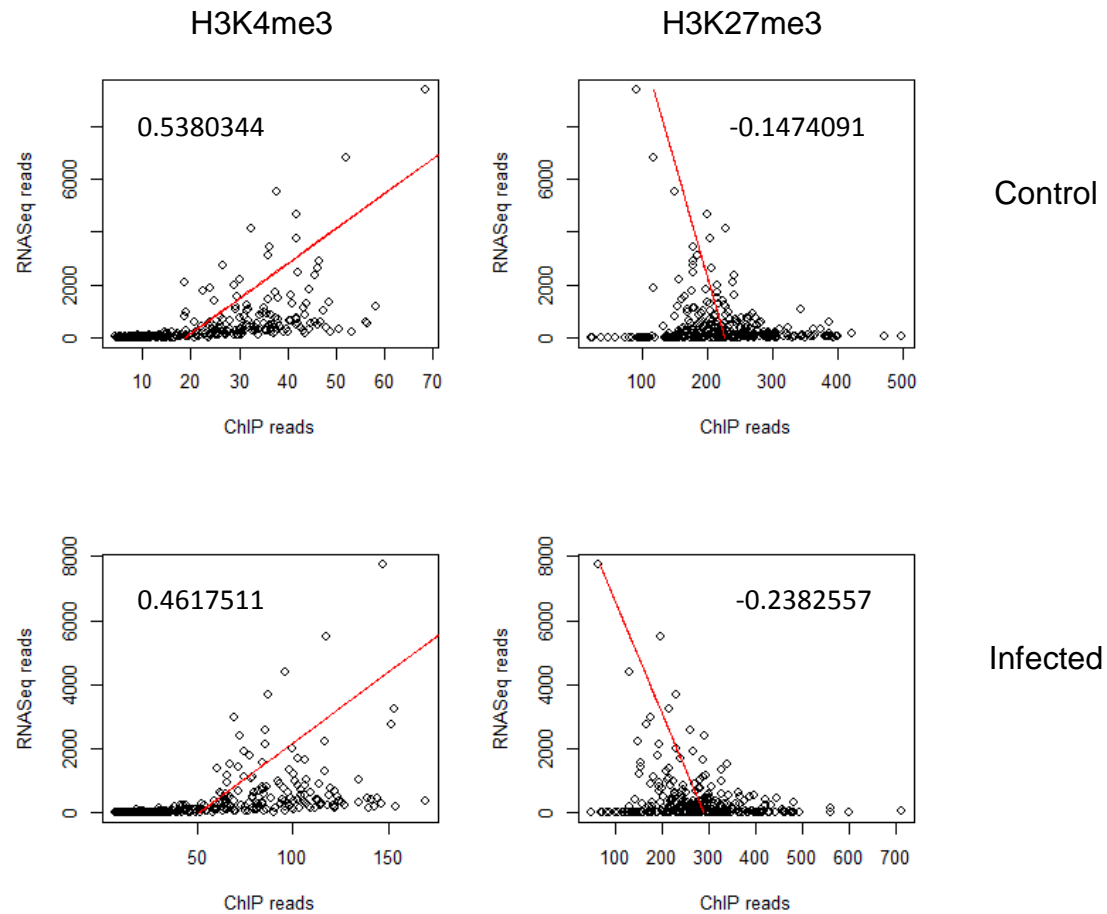

**Supplement:** Additional file 5: Figures S1-S4. — ChIP-Seq vs RNA-Seq – S1) L63, 5dpi, S2) L72, 5dpi, S3) L63, 10dpi, S4) L72, 10dpi. Moderate to low correlation observed between ChIP-Seq and RNA-Seq experiments with H3K4me3 marks positively correlated and H3K27me3 negatively correlated with gene expression. Genes were divided into groups of 100 based on absolute expression. ChIP-Seq read counts were calculated in the promoter region (TSS ± 500 bp) for H3K4me3 and in the gene body (TSS to TTS) for H3K27me3.The ChIP-Seq read counts and RNA-Seq read counts wereaveraged for genes within each group and plotted on scatterplots (open black circles). The linear best fit line was drawn (red) and the corresponding Pearson correlation coefficients are shown in individual plots.

How the deposited data were processed for this re-analysis (not part of the article)

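Bursal tissue of MD-resistant line L6_3_ and MD-susceptible line L7_2_ chickens, infected with MDV or not, was profiled at 5 and 10 dpi for H3K4me3 and H3K27me3, with 2 libraries per group and 32 in all. The authors aligned the reads to galGal3 with bowtie, kept 1 read per position and called peaks with WaveSeq in each library, and they deposited for each peak its count of reads. They also deposited a p-value for each peak and a second p-value, which equals the Benjamini-Hochberg adjustment of the first over the peaks of a library. No reads were realigned and no peaks were called here, so choices made in those steps are part of every value. Sample groups were taken from the sample labels and the paper, and no sample was left out. The paper sampled more birds per group than there are libraries. Neither its text nor the labels say whether a library holds 1 bird or a pool. Library sizes, the number of mapped reads and the peak numbers listed by the paper were taken from its additional files.

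Peaks that overlap were merged per mark and time-point, and regions called in at least 2 libraries were kept. The reads of the peaks in each region were summed per library. DMRs were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood F-test, Benjamini-Hochberg FDR below 0.1) on the 4 libraries of each comparison and the regions with a peak in all 4. The difference in infection effect between the lines was tested with an interaction term over the 8 libraries of a time-point. DESeq2 1.42.0 was used as an alternative. Medians, correlations and overlaps were computed in python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots with matplotlib 3.10.9. Log2 values for correlations of fold changes used 2 prior reads. The edgeR test was tested on simulated data.

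The genes and regions named were fixed before the data were examined: the miRNAs the paper names with positions in Additional file 4, the genes whose positions can be read from Fig. 3 and, for infected against control birds of line L7_2_ at 5 dpi and line L6_3_ at 10 dpi, the region with the smallest p in each direction provided that all infected libraries lay on the same side of all control libraries. Loci were tested on the summed reads of peaks within 10 kb, as additional regions of the same fit, and their p-values were adjusted together. The loci with a library without a peak were not tested, which applies to 39 of the combinations of locus, mark and comparison. TNR was not analysed here. No gene annotation of galGal3 was used, so pathway, gene ontology and RNA-Seq results were not analysed here.

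The alternatives fixed before the data were examined were DESeq2, all filtered regions with 0 where a library had no peak, the non-redundant reads as library size without TMM, the replicate number as a block, edgeR's exact test, merging across gaps of 200 bp, the better-ranked part of each peak list, a peak in at least 3 libraries or over at least 50% of a region, a 1 kb window around miRNAs, and leaving out each replicate. Adjustment over autosomal regions alone, the crossed pairing of replicates, merging the filtered regions of the time-points, and changes relative to chromosome Z were added after the data were seen. Autosomal regions leave out chromosomes Z, W and M and unplaced sequence, and their p-values come from the same fit, while percentages of autosome reads leave out chromosomes Z, W and M only. The pairing by replicate number comes from the sample labels. Counts in called peaks start at 8 reads, so a weaker signal was not detectable, and with 2 libraries per group a standard deviation is itself imprecise.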

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

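The tests of the chromosome Z pattern with the share of regions, chromosome W, infection, depth and both marks, and the test of the mapped percentage, were chosen after the result was seen. The test of the strongest chromosome Z region was written after its values in line L7_2_ at 5 dpi and before those of the other libraries, and the test with autosomal regions was written before its result.

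Signal outside the loci the paper discusses appeared on chromosome Z. In infected against control birds of line L7_2_ at 5 dpi, the median log2 fold change of chromosome Z regions minus that of autosome regions was 0.63 for H3K4me3 and 1.92 for H3K27me3. In line L6_3_ at 5 dpi it was 0.06 and -0.0090, in line L6_3_ at 10 dpi -0.41 and -0.64, and in line L7_2_ at 10 dpi 0.37 and 0.45. The difference between the lines at 5 dpi was tested region by region with an interaction term and met the threshold at 101 H3K4me3 regions, 53 of them among the 505 on chromosome Z, and at 1 H3K27me3 region. Adjusting over autosomal regions alone, chosen after seeing the data, left 4 of the H3K4me3 regions and 0 of the H3K27me3 regions (1048 at an unadjusted p below 0.05). The replicate block gave 11 and 0 (1047 at an unadjusted p below 0.05). At 10 dpi no region met the threshold for either mark (625 and 474 at an unadjusted p below 0.05).

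A candidate explanation is that the birds of some libraries carried more copies of chromosome Z, that is, that the libraries differed in the sex of the birds, which neither the paper nor the labels give. Of the 556 chromosome Z H3K4me3 regions tested in line L7_2_ at 5 dpi, 94.2% lay above the autosome median, where a change at scattered loci would leave about 50%. This share uses the same fold changes as the shift, so it describes how widely the shift spread and does not test its cause. H3K4me3 reads on chromosome Z as a percentage of autosome reads were 5.72 and 5.93 in the infected libraries of line L7_2_ at 5 dpi, 6.49 in L6_3_ control replicate 1 at 10 dpi and 5.99 in L7_2_ infected replicate 2 at 10 dpi. The other 12 H3K4me3 libraries had 3.55 to 4.09. The called chromosome Z peaks covered 2.59, 2.73, 3.27 and 3.09 Mb in those 4 libraries, with 72.8, 74.0, 45.2 and 46.5 reads per kb. No chromosome W peak was called in these 4 H3K4me3 libraries, and 1 to 5 were called in each of the others. H3K27me3 peaks on chromosome W were called in all 16 H3K27me3 libraries and did not separate them. The strongest H3K4me3 region of the contrast, on chromosome Z, reached 0.772% and 1.69% of the median of all H3K4me3 libraries in infected birds of line L7_2_ at 5 dpi. It reached 6.46% in L6_3_ control replicate 1 and 8.60% in L7_2_ infected replicate 2 at 10 dpi, against 60.3% to 137% in the 12 others, so it was also low in a control library.

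An infection effect shared by both lines and time-points would raise chromosome Z in the other contrasts as well, but both infected libraries exceeded both control libraries in 1 of 4 contrasts. This count cannot decide about an effect limited to line L7_2_ at 5 dpi, the contrast in which the pattern was seen. The shift of 0.628 for H3K4me3 was itself measured on regions called in all 4 libraries, so restricting the regions in this way repeats the observation and says nothing about depth or the number of called peaks. Across the 16 H3K4me3 libraries, those with the most and the fewest non-redundant reads and the most and the fewest peaks had at most 3.88% on chromosome Z. However, L6_3_ control replicate 1 and L7_2_ infected replicate 2 at 10 dpi, both raised, had 18892 and 18428 peaks, near the highest number of 19449. The infected L7_2_ libraries at 5 dpi had 13906 and 14657, below the median of 15126. A raised percentage thus did not require many peaks. At 10 dpi the strongest chromosome Z region reached 6.46% and 8.60% of the median in the raised libraries. In L6_3_ control replicate 2 at 10 dpi, with the most peaks, it reached 60.3%. These values argue against depth or peak number as the whole cause at 10 dpi, but a part played by them was not excluded. A library from another bird under the label could give the same pattern if that bird differed in sex. The H3K27me3 libraries of the same groups and replicate numbers had 8.47% to 9.74% of autosome reads on chromosome Z, against 1.33% to 1.93% in the others. This fits a difference in the sex of the birds. Whether such birds belonged to the group or were exchanged before the marks were split cannot be told here. The H3K27me3 sums also follow the called length, which was 16.8 and 20.3 Mb on chromosome Z in infected birds of line L7_2_ at 5 dpi and 3.64 and 4.47 Mb in the control birds, with 15.9 and 12.1 reads per kb against 9.82 and 11.8.

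For the DMRs of line L7_2_ at 5 dpi, adjusting the same p-values over autosomal regions alone gave 0 H3K4me3 DMRs in place of 278 (1607 at an unadjusted p below 0.05) and 1 H3K27me3 DMR in place of 147, which is consistent with a chromosome Z shift behind most of them. Adjusted over all chromosomes, 83 H3K4me3 and 32 H3K27me3 DMRs were autosomal, so this step changes the adjustment and leaves each log2 fold change as it was.

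The 8 libraries of each mark and time-point were compared in each of 6 library measures, which makes 24 comparisons. In 3 of them a library lay far from the others, where about 1 in 20 would by chance. These 3 concern 2 libraries, since 2 of them are related measures of the same library. The reads in peaks were 26.7% of the non-redundant reads in H3K4me3 L6_3_ control replicate 2 at 5 dpi. This library had 12311597 non-redundant reads, so its depth was not low. Without replicate 2, the median log2 fold change of RPM in that contrast was -0.088, against 0.26 with both replicates. No biological explanation was tested for it. In H3K4me3 L7_2_ control replicate 1 at 10 dpi, 8152 peaks were called and 225476 reads lay in them. Of its reads 9.25% mapped. In all 8 L7_2_ control libraries at most 70.8% of the reads mapped, so a batch and the control group of line L7_2_ cannot be told apart, and a biological explanation was not tested.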

How the results depend on the processing

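Of 440 combinations of a result and an alternative, 266 kept the result, 137 moved it, 4 passed the threshold only under the alternative and 33 reversed its sign. For the changes listed here the cause was not tested. The values under each alternative follow, with the value reported above in parentheses.

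With DESeq2 the values were 83 for DMRs, H3K4me3 5 dpi L6_3_ infected against control (0), 756 for DMRs, H3K4me3 5 dpi L7_2_ infected against control (278), 356 for DMRs, H3K4me3 10 dpi L6_3_ infected against control (25), 4 for DMRs, H3K4me3 10 dpi L7_2_ infected against control (0), 55 for DMRs, H3K4me3 10 dpi L6_3_ against L7_2_ control (2), 127 for DMRs, H3K4me3 10 dpi L6_3_ against L7_2_ infected (30), 5 for DMRs, H3K27me3 5 dpi L6_3_ infected against control (0), 712 for DMRs, H3K27me3 5 dpi L7_2_ infected against control (147), 1467 for DMRs, H3K27me3 5 dpi L6_3_ against L7_2_ control (638), 227 for DMRs, H3K27me3 5 dpi L6_3_ against L7_2_ infected (37), 210 for DMRs, H3K27me3 10 dpi L6_3_ infected against control (3), 4 for DMRs, H3K27me3 10 dpi L7_2_ infected against control (0), 109 for DMRs, H3K27me3 10 dpi L6_3_ against L7_2_ control (44), 140 for DMRs, H3K27me3 10 dpi L6_3_ against L7_2_ infected (46), 642 for interaction DMRs, H3K4me3 5 dpi (101), 19 for interaction DMRs, H3K4me3 10 dpi (0), 403 for interaction DMRs, H3K27me3 5 dpi (1), 17 for interaction DMRs, H3K27me3 10 dpi (0).

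With the replicate block the values were 15 for DMRs, H3K4me3 5 dpi L6_3_ infected against control (0), 487 for DMRs, H3K4me3 5 dpi L7_2_ infected against control (278), 995 for DMRs, H3K4me3 10 dpi L6_3_ infected against control (25), 55 for DMRs, H3K4me3 10 dpi L6_3_ against L7_2_ infected (30), 253 for DMRs, H3K27me3 5 dpi L7_2_ infected against control (147), 1105 for DMRs, H3K27me3 5 dpi L6_3_ against L7_2_ control (638), 393 for DMRs, H3K27me3 10 dpi L6_3_ infected against control (3), 11 for interaction DMRs, H3K4me3 5 dpi (101), 0 with 1047 at an unadjusted p below 0.05, for interaction DMRs, H3K27me3 5 dpi (1), 0.32 for gga-miR-155 H3K4me3 5 dpi L6_3_ infected against control (0.30), -0.024 for gga-miR-137 H3K27me3 5 dpi L6_3_ infected against control (0.058), 0.095 for THBS4 H3K27me3 10 dpi L6_3_ infected against control (-1.02), -1.18 for EDG3 H3K4me3 10 dpi L6_3_ infected against control (-1.10).

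With edgeR's exact test the values were 109 for DMRs, H3K4me3 5 dpi L6_3_ infected against control (0), 972 for DMRs, H3K4me3 5 dpi L7_2_ infected against control (278), 943 for DMRs, H3K4me3 5 dpi L6_3_ against L7_2_ infected (604), 1016 for DMRs, H3K4me3 10 dpi L6_3_ infected against control (25), 13 for DMRs, H3K4me3 10 dpi L7_2_ infected against control (0), 382 for DMRs, H3K4me3 10 dpi L6_3_ against L7_2_ control (2), 215 for DMRs, H3K4me3 10 dpi L6_3_ against L7_2_ infected (30), 448 for DMRs, H3K27me3 5 dpi L7_2_ infected against control (147), 982 for DMRs, H3K27me3 5 dpi L6_3_ against L7_2_ control (638), 134 for DMRs, H3K27me3 5 dpi L6_3_ against L7_2_ infected (37), 24 for DMRs, H3K27me3 10 dpi L6_3_ infected against control (3).

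With all filtered regions and 0 where a library had no peak the values were 5 for DMRs, H3K4me3 5 dpi L7_2_ infected against control (278), 0 with 2439 at an unadjusted p below 0.05, for DMRs, H3K4me3 10 dpi L6_3_ infected against control (25), 0 with 1800 at an unadjusted p below 0.05, for DMRs, H3K4me3 10 dpi L6_3_ against L7_2_ control (2), 6 for DMRs, H3K27me3 5 dpi L6_3_ infected against control (0), 0 with 3109 at an unadjusted p below 0.05, for DMRs, H3K27me3 5 dpi L7_2_ infected against control (147), 3 for DMRs, H3K27me3 5 dpi L6_3_ against L7_2_ control (638), 217 for DMRs, H3K27me3 5 dpi L6_3_ against L7_2_ infected (37), 137 for DMRs, H3K27me3 10 dpi L6_3_ infected against control (3), 25 for DMRs, H3K27me3 10 dpi L7_2_ infected against control (0), 93 for DMRs, H3K27me3 10 dpi L6_3_ against L7_2_ control (44), 176 for DMRs, H3K27me3 10 dpi L6_3_ against L7_2_ infected (46), 0.638 for median replicate correlation H3K27me3 (0.761).

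With the non-redundant reads as library size the values were 434 for DMRs, H3K4me3 5 dpi L7_2_ infected against control (278), 320 for DMRs, H3K4me3 5 dpi L6_3_ against L7_2_ control (3294), 7891 for DMRs, H3K4me3 10 dpi L6_3_ infected against control (25), 21 for DMRs, H3K4me3 10 dpi L7_2_ infected against control (0), 9 for DMRs, H3K4me3 10 dpi L6_3_ against L7_2_ control (2), 1051 for DMRs, H3K4me3 10 dpi L6_3_ against L7_2_ infected (30), 26 for DMRs, H3K27me3 10 dpi L6_3_ infected against control (3), 229 for DMRs, H3K27me3 10 dpi L6_3_ against L7_2_ infected (46), 3015 for interaction DMRs, H3K4me3 10 dpi (0), 6 for interaction DMRs, H3K27me3 5 dpi (1), 0.22 for gga-miR-155 H3K4me3 10 dpi L6_3_ infected against control (-0.66), 0.57 for gga-miR-21 H3K4me3 10 dpi L6_3_ infected against control (-0.30), 1.01 for gga-miR-10b H3K27me3 5 dpi L6_3_ infected against control (1.00), 0.68 for THBS4 H3K4me3 10 dpi L6_3_ infected against control (-0.17), 0.74 for ITGA1 H3K4me3 10 dpi L6_3_ infected against control (-0.12).

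With autosomal regions alone (for the DMRs chosen after seeing the data) the values were 0 with 1607 at an unadjusted p below 0.05, for DMRs, H3K4me3 5 dpi L7_2_ infected against control (278), 201 for DMRs, H3K4me3 5 dpi L6_3_ against L7_2_ infected (604), 1 for DMRs, H3K27me3 5 dpi L7_2_ infected against control (147), 2 for DMRs, H3K27me3 5 dpi L6_3_ against L7_2_ infected (37), 4 for interaction DMRs, H3K4me3 5 dpi (101), 0 with 1048 at an unadjusted p below 0.05, for interaction DMRs, H3K27me3 5 dpi (1), 0.520 for correlation of infection log2 fold changes L7_2_ 5 dpi with L6_3_ 10 dpi H3K4me3 (0.378), 0.470 for correlation of infection log2 fold changes L7_2_ 5 dpi with L6_3_ 10 dpi H3K27me3 (0.383).

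With the crossed replicate block, chosen after seeing the data, the values were 1274 for DMRs, H3K4me3 5 dpi L6_3_ against L7_2_ infected (604), 459 for DMRs, H3K4me3 10 dpi L6_3_ against L7_2_ control (2), 13 for DMRs, H3K4me3 10 dpi L6_3_ against L7_2_ infected (30), 137 for DMRs, H3K27me3 5 dpi L6_3_ against L7_2_ infected (37).

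With the setting window of 1 kb the values were -0.89 for gga-miR-10b H3K27me3 5 dpi L6_3_ infected against control (1.00), 1.91 for gga-miR-137 H3K27me3 10 dpi L6_3_ infected against control (1.16).

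Relative to the median of chromosome Z regions, chosen after seeing the data, the values were 0.30 for THBS4 H3K4me3 10 dpi L6_3_ infected against control (-0.17), -0.024 for ITGA1 H3K4me3 5 dpi L6_3_ infected against control (0.018), 0.35 for ITGA1 H3K4me3 10 dpi L6_3_ infected against control (-0.12). These are the results that changed sign, and 4 others moved without doing so. The values for THBS4 H3K27me3 and ITGA1 H3K4me3 in line L7_2_ at 5 dpi are given above with those genes.

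With the better-ranked 50% of the peaks of each library the values were 7563 for median number of peaks per library H3K4me3 (15126), 7925 for filtered regions H3K4me3 5 dpi (15115), 83.4 for percent of filtered regions called in every condition H3K4me3 5 dpi (79.1), 9566 for filtered regions H3K4me3 10 dpi (16855), 73.4 for percent of filtered regions called in every condition H3K4me3 10 dpi (68.2), 9649 for filtered regions H3K4me3 both dpi (17662), 65.8 for percent of filtered regions called in every condition H3K4me3 both dpi (60.5), 200 for gained and lost regions H3K4me3 5 dpi L6_3_ (464), 262 for gained and lost regions H3K4me3 5 dpi L7_2_ (559), 322 for gained and lost regions H3K4me3 10 dpi L7_2_ (1234), 23424 for median number of peaks per library H3K27me3 (46850), 27050 for filtered regions H3K27me3 5 dpi (51290), 31686 for filtered regions H3K27me3 10 dpi (56294), 31.8 for percent of filtered regions called in every condition H3K27me3 10 dpi (36.3), 32060 for filtered regions H3K27me3 both dpi (52693), 20.5 for percent of filtered regions called in every condition H3K27me3 both dpi (24.3), 1950 for gained and lost regions H3K27me3 5 dpi L6_3_ (4064), 4005 for gained and lost regions H3K27me3 5 dpi L7_2_ (6297), 3154 for gained and lost regions H3K27me3 10 dpi L6_3_ (5578), 3383 for gained and lost regions H3K27me3 10 dpi L7_2_ (5414).

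With the setting called in at least 3 libraries the values were 85.4 for percent of filtered regions called in every condition H3K4me3 5 dpi (79.1), 77.7 for percent of filtered regions called in every condition H3K4me3 10 dpi (68.2), 66.8 for percent of filtered regions called in every condition H3K4me3 both dpi (60.5), 52.1 for percent of filtered regions called in every condition H3K27me3 5 dpi (36.4), 50.9 for percent of filtered regions called in every condition H3K27me3 10 dpi (36.3), 30.5 for percent of filtered regions called in every condition H3K27me3 both dpi (24.3).

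With the setting untransformed RPM the values were 0.897 for median replicate correlation H3K27me3 (0.761).

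With the setting merged across gaps of up to 200 bp the values were 37.0 for percent of filtered regions called in every condition H3K27me3 5 dpi (36.4), 37.7 for percent of filtered regions called in every condition H3K27me3 10 dpi (36.3), 26.0 for percent of filtered regions called in every condition H3K27me3 both dpi (24.3).

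With the setting at least 50% of the region covered the values were 2361 for gained and lost regions H3K27me3 5 dpi L6_3_ (4064), 2833 for gained and lost regions H3K27me3 10 dpi L6_3_ (5578), 3410 for gained and lost regions H3K27me3 10 dpi L7_2_ (5414).

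The fits that each left out replicate 1 or replicate 2 ranged from -0.088 to 0.62 for median log2 fold change of RPM H3K4me3 5 dpi L6_3_ infected against control (0.26), -0.45 to 0.014 for median log2 fold change of RPM H3K4me3 5 dpi L6_3_ against L7_2_ control (-0.21), -0.10 to 0.14 for median log2 fold change of RPM H3K4me3 5 dpi L6_3_ against L7_2_ infected (0.018), -0.023 to 0.20 for median log2 fold change of RPM H3K4me3 10 dpi L7_2_ infected against control (0.11), -0.31 to 0.14 for median log2 fold change of RPM H3K27me3 5 dpi L6_3_ infected against control (-0.080), -0.024 to 0.16 for median log2 fold change of RPM H3K27me3 5 dpi L6_3_ against L7_2_ control (0.047), -0.23 to 0.15 for median log2 fold change of RPM H3K27me3 5 dpi L6_3_ against L7_2_ infected (-0.041), 0.224 to 0.340 for correlation of infection log2 fold changes L7_2_ 5 dpi with L6_3_ 10 dpi H3K4me3 (0.378), 0.238 to 0.297 for correlation of infection log2 fold changes L7_2_ 5 dpi with L6_3_ 10 dpi H3K27me3 (0.383), -0.30 to 0.36 for gga-miR-148a H3K4me3 5 dpi L7_2_ infected against control (0.038), -0.28 to 1.53 for gga-miR-10b H3K27me3 5 dpi L6_3_ infected against control (1.00), -0.0036 to 0.25 for gga-miR-10b H3K27me3 10 dpi L7_2_ infected against control (0.13), -0.34 to 0.29 for gga-miR-137 H3K27me3 5 dpi L6_3_ infected against control (0.058), -1.26 to 0.62 for THBS4 H3K4me3 5 dpi L7_2_ infected against control (-0.085), -0.52 to 0.28 for THBS4 H3K4me3 10 dpi L6_3_ infected against control (-0.17), -0.17 to 0.55 for THBS4 H3K27me3 5 dpi L6_3_ infected against control (0.23), -2.99 to 3.45 for THBS4 H3K27me3 10 dpi L6_3_ infected against control (-1.02), -1.25 to 0.79 for EDG3 H3K4me3 5 dpi L6_3_ infected against control (-0.39), -1.16 to 0.25 for EDG3 H3K27me3 5 dpi L6_3_ infected against control (-0.47), -0.044 to 0.080 for ITGA1 H3K4me3 5 dpi L6_3_ infected against control (0.018), -0.40 to 0.26 for ITGA1 H3K4me3 10 dpi L6_3_ infected against control (-0.12), -1.27 to 2.71 for ITGA1 H3K27me3 10 dpi L7_2_ infected against control (1.69), 46.3 to 71.9 for percent of filtered regions called in every condition H3K4me3 10 dpi (68.2), 41.3 to 61.5 for percent of filtered regions called in every condition H3K4me3 both dpi (60.5), 29.3 to 33.3 for percent of filtered regions called in every condition H3K27me3 5 dpi (36.4), 23.2 to 26.8 for percent of filtered regions called in every condition H3K27me3 10 dpi (36.3), 13.5 to 14.5 for percent of filtered regions called in every condition H3K27me3 both dpi (24.3), -0.23 to 0.18 for chromosome Z shift H3K27me3 5 dpi L6_3_ (-0.0090), 1.80 to 1.96 for chromosome Z shift H3K27me3 5 dpi L7_2_ (1.92), -1.55 to 0.39 for chromosome Z shift H3K27me3 10 dpi L6_3_ (-0.64), -0.81 to 1.75 for chromosome Z shift H3K27me3 10 dpi L7_2_ (0.45). DMRs could not be called in these fits, since each group then has 1 library.

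The depth of the L7_2_ control library with 225476 reads in peaks limits the H3K4me3 comparisons with L7_2_ control birds at 10 dpi that need a peak in all 4 libraries to the regions called in it, 6607 against infected birds and 6560 against L6_3_ control birds. Testing all filtered regions covers 16855 in both.

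With the non-redundant reads, the 4 log2 fold changes of line L6_3_ at 10 dpi that changed sign stayed below the median of all H3K4me3 regions of that contrast, which went from -0.011 to 0.86.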

Differences from the paper's values

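The numbers of DMRs were 0 with 823 at an unadjusted p below 0.05, against the paper's 53 (H3K4me3 5 dpi L6_3_ infected against control), 278 against the paper's 1820 (H3K4me3 5 dpi L7_2_ infected against control), 3294 against the paper's 2071 (H3K4me3 5 dpi L6_3_ against L7_2_ control), 604 against the paper's 6427 (H3K4me3 5 dpi L6_3_ against L7_2_ infected), 25 against the paper's 13458 (H3K4me3 10 dpi L6_3_ infected against control), 0 with 180 at an unadjusted p below 0.05, against the paper's 72 (H3K4me3 10 dpi L7_2_ infected against control), 2 against the paper's 498 (H3K4me3 10 dpi L6_3_ against L7_2_ control), 30 against the paper's 2613 (H3K4me3 10 dpi L6_3_ against L7_2_ infected), 147 against the paper's 8775 (H3K27me3 5 dpi L7_2_ infected against control), 638 against the paper's 3454 (H3K27me3 5 dpi L6_3_ against L7_2_ control), 37 against the paper's 13807 (H3K27me3 5 dpi L6_3_ against L7_2_ infected), 3 against the paper's 3865 (H3K27me3 10 dpi L6_3_ infected against control), 0 with 755 at an unadjusted p below 0.05, against the paper's 12 (H3K27me3 10 dpi L7_2_ infected against control), 44 against the paper's 2550 (H3K27me3 10 dpi L6_3_ against L7_2_ control), 46 against the paper's 2937 (H3K27me3 10 dpi L6_3_ against L7_2_ infected). For H3K4me3 5 dpi L6_3_ against L7_2_ control, the settings under which the number came within 1.5 times the paper's were 2727 with DESeq2 size factors and Wald test and 2995 with all filtered regions, 0 where not called and 2211 with replicate block. For H3K4me3 10 dpi L6_3_ against L7_2_ control, the settings under which the number came within 1.5 times the paper's were 382 with edgeR exact test and 459 with crossed replicate block (chosen after seeing the values). For the other comparisons named here, none of the alternatives set before the data were examined closed the gap. The counts also differ in kind. The paper tabulated the reads mapping to filtered peaks, while here reads of called peaks were summed in regions with a peak in all 4 libraries. This left 11116 regions for H3K4me3 in line L6_3_ at 10 dpi, fewer than the paper's 13458 DMRs. Between infected birds at 5 dpi it left 10869 H3K27me3 regions, fewer than the paper's 13807 DMRs. The numbers of peaks differed from the paper's additional file in all 32 libraries, with more listed there in 29 and fewer in 3, at 0.892 to 1.93 times the deposited number (median 1.21). They differed by more than 1.5 times in these libraries: 18892 against the paper's 29726 (H3K4me3 10 dpi L6_3_ control replicate 1), 19449 against the paper's 37565 (H3K4me3 10 dpi L6_3_ control replicate 2). No alternative was set for them. Merging all 16 libraries gave 17662 H3K4me3 and 52693 H3K27me3 filtered regions over both time-points, and merging the filtered regions of the time-points, chosen after seeing the values, gave the paper's 17161 and 47602. The paper states that infected birds of the lines differed at more regions than control birds, where the sums here were 717 and 3978. The non-redundant reads as library size gave 1771 and 1001. With TMM, 3294 of the 3978 came from H3K4me3 in control birds at 5 dpi. At 10 dpi alone infected birds had the higher number for both marks, 30 against 2 for H3K4me3 and 46 against 44 for H3K27me3. The paper describes high H3K27me3 at gga-miR-10b in L6_3_ compared with L7_2_ birds after infection at 5 dpi, where the log2 fold change between infected birds was 0.20, and -1.68 with the window of 1 kb.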

Other observations

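The depth test was chosen only after the number of DMRs was seen. The test with the share of reads in peaks was written after these shares and before the DMR numbers, and the tests of the correlation were written after r was seen and before their own results.

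The number of H3K4me3 DMRs of line L6_3_ at 10 dpi depends on the library size. The reads in peaks were 35.8% and 35.6% of the non-redundant reads in infected and 21.5% and 20.3% in control birds, over 50.4, 48.5, 55.6 and 52.9 Mb of called peaks. With the non-redundant reads as library size 98.2% of the 7891 DMRs were higher in infected birds. With TMM there were 25 DMRs, of which 21 were lower in infected birds. Scaling by the non-redundant reads carries the difference in the share of reads in peaks into the fold changes. The 98.2% therefore restates that difference and is not a separate test of it. Whether the difference in share came from the immunoprecipitation or from a global rise of H3K4me3 cannot be told apart with these data, since TMM takes out either.

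Line L7_2_ had 0 H3K4me3 DMRs at 10 dpi (180 at an unadjusted p below 0.05), in a contrast with a control library of low depth. To test whether such depth could lower the number, L6_3_ control replicate 1 at 10 dpi was thinned from 2395398 to 221845 reads in peaks. Over the 7580 regions with at least 8 reads after thinning, the DMRs of line L6_3_ at 10 dpi went from 30 to 437. A second rule, chosen after this result, kept 7411 regions by their expected reads and gave 19 before and 536 after thinning. The number did not fall under either rule, and why it rose was not tested. Reads were thinned within peaks called at full depth, whereas the shallow library itself had 8152 called peaks. The thinning thus cannot decide whether low depth lowered the number in line L7_2_.

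The infection log2 fold changes of line L7_2_ at 5 dpi and line L6_3_ at 10 dpi correlated with r of 0.378 for H3K4me3 and 0.383 for H3K27me3. After removing the dependence on region length and mean signal, r was 0.374 and 0.325, so these did not account for it. Each contrast has 3 splits of its 4 libraries into pairs, and 3 of the 9 combinations gave an absolute r as large as the real one for each mark. With autosomes alone 1 of 9, the real one, did for each mark. With 9 combinations the share cannot fall below 1 in 9, so the correlation cannot be told apart from differences between the libraries. The hypothesis of a shared response at different time-points was not settled by these tests.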
